# Maternal immunoglobulin G affects brain development of mouse offspring

**DOI:** 10.1186/s12974-024-03100-z

**Published:** 2024-05-02

**Authors:** Mizuki Sadakata, Kazuki Fujii, Ryosuke Kaneko, Emi Hosoya, Hisako Sugimoto, Reika Kawabata-Iwakawa, Tetsuhiro Kasamatsu, Shoko Hongo, Yumie Koshidaka, Akinori Takase, Takatoshi Iijima, Keizo Takao, Tetsushi Sadakata

**Keywords:** Microglia, Immunoglobulin G, Brain development

## Abstract

Maternal immunoglobulin (Ig)G is present in breast milk and has been shown to contribute to the development of the immune system in infants. In contrast, maternal IgG has no known effect on early childhood brain development. We found maternal IgG immunoreactivity in microglia, which are resident macrophages of the central nervous system of the pup brain, peaking at postnatal one week. Strong IgG immunoreactivity was observed in microglia in the corpus callosum and cerebellar white matter. IgG stimulation of primary cultured microglia activated the type I interferon feedback loop by Syk. Analysis of neonatal Fc receptor knockout (FcRn KO) mice that could not take up IgG from their mothers revealed abnormalities in the proliferation and/or survival of microglia, oligodendrocytes, and some types of interneurons. Moreover, FcRn KO mice also exhibited abnormalities in social behavior and lower locomotor activity in their home cages. Thus, changes in the mother-derived IgG levels affect brain development in offsprings.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03100-z.

## Introduction

Microglia, originate as the first glial cells in the brain from the embryonic yolk sac [1, 2], migrate along the course of the fibers of the corpus callosum to all parts of the brain [3, 4]. Microglia act as the primary immune cell in the central nervous system (CNS), and form the first line of defense by regulating immunological and inflammatory responses [5]. Microglia exert an extensive array of physiological functions in the healthy brain, involving refinement of synaptic networks [6–9], promotion of developmental apoptosis [10], positioning of neurons within developing cortex [11], and secretion of growth factors for neuronal survival [12]. The activation of microglia has been implicated in the pathogenesis of various disorders, ranging from neuropsychiatric disorders (such as schizophrenia) to neurodevelopmental disorders (such as autism spectrum disorder (ASD)) [13, 14].

Breastfeeding is associated with long-term well-being, including low risks of infectious diseases and non-communicable diseases during childhood, such as asthma, cancer, autoimmune diseases, and obesity [15]. Breast milk is rich in microbiota and non-immune and immune components that ensure protection against numerous diseases and support the maturation of the developing immune system of an infant [16, 17]. On the other hand, an association between breastfeeding duration and adult intelligence has been reported [18, 19]. Long-term breastfeeding is also associated with fewer attention-deficit hyperactivity symptoms [20]. Moreover, social competence is related to breastfeeding duration [20]. However, the factors that affect brain development in breast milk are not well understood.

Immunoglobulins (Ig), such as IgG, IgA, and IgM, are present in breast milk [21]. We first discovered that maternal IgG binds specifically to microglia in some regions of the infant brain. Therefore, we examined how maternal IgG affects neonatal brain development by analyzing the brains of mouse offsprings lacking maternal IgG transfer. Downstream signal analysis using primary cultures and behavioral analysis were also performed to comprehensively analyze the effects of maternal IgG on brain development in the offspring.

## Materials and methods

### Clustered regularly interspaced palindromic repeats/ CRISPR-associated protein 9 -mediated deletion of the neonatal Fc receptor gene in vivo

Global FcRn (*Fcgrt*) KO mice were generated using CRISPR/Cas9 genome-editing technology in pronuclear stage embryos. The Cas9 protein, guide RNA, and single-stranded oligodeoxynucleotide (ssODN) were introduced into pronuclear stage embryos using the technique for animal knockout system by electroporation [22]. The Cas9 protein and guide RNA were purchased from Integrated DNA Technologies, Inc. (Coralville, IA, USA). Guide RNAs were designed to delete exons 2 and 3 of the *Fcgrt* gene of C57BL/6 mice (5’-AACAAGAGGCTGAGGGCCCA-3’ and 5’-GTGAGATGATACATCAGTGG-3’). Super electroporator NEPA21 (NEPA GENE Co. Ltd., Chiba, Japan) was used to introduce Cas9 protein, guide RNA, and ssODNs into embryos. On the following day, two-cell embryos were transferred into the oviduct ampulla (18–24 embryos per oviduct) of pseudopregnant ICR females (Japan SLC, Shizuoka, Japan). The mice were backcrossed to C57BL/6J mice (Japan SLC) for at least six generations, which was also expected to minimize genetic drift.

### Immunocytochemistry

Immunocytochemistry was performed as previously described [23]. Briefly, cells were fixed with Zamboni’s fixative (2% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4, containing 0.2% picric acid) at room temperature (RT) for 15 min. After washing three times with phosphate-buffered saline (PBS), the cells were permeabilized in PBS containing 0.02% Triton X-100 at RT for 5 min. After blocking with Image-iT FX signal enhancer (Thermo Fisher Scientific, MA, USA) at RT for 60 min, the cells were incubated with primary antibodies at 4 °C overnight, rinsed in PBS, incubated with Alexa-conjugated secondary antibodies at RT for 1 h, and rinsed again in PBS. Immunoreactive cells were mounted in DAPI Fluoromount-G® mounting medium (SouthernBiotech, Birmingham, AL, USA) and observed under a fluorescence microscope (BX51; Olympus, Tokyo, Japan) equipped with a CCD camera (VB-7000; Keyence, Osaka, Japan). Researchers analyzing the images were blinded to the experimental conditions.

### Immunohistochemistry

Immunohistochemistry was performed as previously described [24]. Briefly, C57BL/6J male mice were deeply anesthetized with a combination of midazolam, medetomidine, and butorphanol tartrate and transcardially perfused with PBS, followed by Zamboni’s fixative. The tissues were dissected, post-fixed in Zamboni’s fixative at 4 °C for 5 h, and cryoprotected by immersion in 15% sucrose in PBS overnight at 4 °C. After embedding in Tissue-Tek OCT compound (Sakura Finetek, Tokyo, Japan), the tissues were frozen and sectioned at a thickness of 15 μm using a cryostat (CM1950, Leica Microsystems, Frankfurt, Germany) at − 18 °C. The sections were air-dried for 1 h and rinsed in PBS three times. After blocking with 5% bovine serum albumin (BSA) and 0.3% Triton X-100 in PBS at room temperature for 1 h, the sections were incubated at 4 °C overnight with primary antibodies in immunoreaction buffer (2×PBS containing 0.3% Triton X-100 and 1% BSA). The sections were then washed in PBS, incubated at room temperature for 1 h with the appropriate secondary antibodies in the immunoreaction buffer, and washed again in PBS. Stained sections were mounted in DAPI Fluoromount-G® mounting medium (SouthernBiotech) and observed by a fluorescence microscope (BX51; Olympus) equipped with a CCD camera (VB-7000; Keyence). Researchers analyzing the images were blinded to the experimental conditions.

### Immunoblot analysis

Cells were subjected to three washes with PBS and subsequently lysed using SDS sample buffer (50 mM Tris-HCl, pH 6.8, 2% SDS, 100 mM dithiothreitol, 10% glycerol, and 0.025% bromophenol blue). High-molecular-weight DNA was sheared by passing the lysate through a 29-gauge needle (326,666, BD Biosciences). After centrifugation at 15,000 rpm for 5 min and heat treatment at 55 °C for 20 min, the samples were electrophoresed. Detection was performed using horseradish peroxidase (HRP)-conjugated secondary mouse or rabbit antibodies and chemiluminescence HRP substrate (WBKLS0100, Millipore-Sigma), and the signals were captured using an image analyzer (LAS500, GE Healthcare, Chicago, IL, USA).

### Flow cytometry

To identify microglia using flow cytometry, previously described protocols were modified [25]. The neocortices, hippocampi, and corpus callosum of C57BL/6J mice were dissected, minced, and incubated with 500 U of type II collagenase (4176, Worthington Biochemical Corp, Freehold, NJ, USA) and 250 U of DNase (D4527, Millipore-Sigma, St. Louis, MO, USA) for 30 min at 37 °C in 10-ml Hanks’ Balanced Salt Solution (HBSS). The cells were triturated by repeated passage through 1-ml and 200-µL plastic micropipette tips every 5 min during incubation. After incubation, the cells were filtered through a 70-µm cell strainer (3-6649-02, ASONE, Osaka, Japan) and pelleted by centrifugation (400 × g, 5 min, 18 °C). Cell pellets were resuspended in 37% solution of isotonic Percoll (SIP) (17,089,102, Cytiva, Marlborough, MA, USA), overlaid with PBS, and centrifuged (200 × g for 40 min at 18 °C).

For the simultaneous identification of neurons, oligodendrocytes, and microglia using flow cytometry, established protocols were adapted and modified [25]. The neocortices, hippocampi, and corpus callosum of C57BL/6j mice were dissected, minced, and digested with 45 U papain (PAPL, Worthington), 0.1 kU/ml DNase I, 0.02% DL-cysteine, 0.02% bovine serum albumin (BSA), and 0.5% glucose in PBS at 200 rpm for 10 min at 37 °C. Fetal bovine serum (FBS) was added to a final concentration of 20%. The cells were triturated by repeated passage through 1-ml and 200-µL plastic micropipette tips, filtered through a 70-µm cell strainer (3-6649-02, ASONE), and pelleted in a centrifuge (300 × g, 3 min, 18 °C). Cell pellets were resuspended in 24% SIP (17,089,102, Cytiva, Marlborough, MA, USA), overlaid with PBS, and centrifuged (400 × g for 25 min at 18 °C).

After the centrifugation with SIP, erythrocytes were lysed using RBC lysing buffer (420,310, BioLegend), and 0.1% BSA–PBS containing 5 µg/ml of rat anti-CD16/32 antibody (C247, Leinco Technology, St. Louis, MO, USA) was used for blocking.

Intracellular antigens were stained using Fixation Buffer (420,801, BioLegend, San Diego, CA, USA) and Intracellular Staining Permeabilization Wash Buffer (421,002, BioLegend), according to the manufacturer’s instructions. Cell surface antigens were stained with unfixed cells before fixation.

Initial gating was performed on the live and singlet cells. Annexin V/7-AAD staining was performed using the PE Annexin V Apoptosis Detection Kit with 7-AAD (640,934, BioLegend), according to the manufacturer’s instructions. Staining was measured using a BD FACSCanto II flow cytometer (BD Biosciences, San Jose, CA, USA) and analyzed using FlowJo (BD Biosciences).

### Primary microglial culture

Primary microglia were isolated from the brains of newborn mice (P0), following previously described procedures [26]. Briefly, the hippocampi and neocortices were mechanically dissociated. The meninges were removed, and the remaining tissue was placed in a 25-ml HBSS with 20 U/ml DNase I and 0.01% trypsin and then incubated in a rocking rotor at 37 °C for 15 min. Thereafter, 0.01% soybean trypsin inhibitor (17,075,029, Thermo Fisher Scientific) was added, and the tissues were centrifuged at 400 × g for 5 min and dissociated via gentle trituration with a pipette in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS. Single-cell suspensions from five brains were pooled in three poly L-lysine-coated cell cultivation flasks (2-8589-05; Violamo, Osaka, Japan) in DMEM supplemented with 10% FBS, 100 U/ml penicillin, and 100 µg/ml streptomycin (Thermo-Fisher Scientific). Subsequently, the medium was changed every four days. After 12 days of culture, the microglia were collected by shaking the flask at 200 rpm for 2 h. Detached microglia were then counted using a hemocytometer, plated at 4.5 × 10^5^ cells/ml in a poly L-lysine-coated 12-well plate, and placed in a 37 °C incubator. The primary microglia were maintained in these new plates for 3 days before treatment.

For microglial stimulation with IgG Fc, COS7 cells in 6-well plates were transfected with either pFUSE-mIgG1-Fc2, pFUSE-mIgG2A-Fc2, pFUSE-mIgG2B-Fc2, pFUSE-mIgG3-Fc2 (InvivoGen, San Diego, CA, USA), or an empty vector. Transfection was performed for 72 h using Lipofectamine 3000 reagent (Thermo-Fisher Scientific). The medium was collected and centrifuged at 400 × g for 5 min, and the supernatant was added to the primary cultured microglia. Whole-cell extracts of microglia stimulated for 4 h with the media were analyzed.

To measure the immunosignals of the IgG subclass using flow cytometry, primary cultured microglia stimulated for 2 h with 20 µg/ml of mouse IgG1, IgG2a, IgG2b, and IgG3 were trypsinized, and intracellular IgG immunosignals were analyzed using Fixation Buffer (420,801, BioLegend) and Intracellular Staining Permeabilization Wash Buffer (421,002, BioLegend), according to the manufacturer’s instructions.

To quantify the level of IFN-β in the supernatant, the culture media from IgG-stimulated microglia were collected and subjected to centrifugation at 400 × g for 5 min. The amount of IFN-β was measured using the LEGEND MAX Mouse IFN-β enzyme-linked immunosorbent assay Kit (439,407, BioLegend), according to the manufacturer’s instructions.

To measure the immunosignal intensity, the mean gray value of each cell was measured using ImageJ Fiji [27].

### RNA-sequencing analysis

RNA was extracted from microglia treated with PBS or IgG (10 µg/ml) at DIV15 for 24 h. After QC, mRNA was enriched using oligo(dT) beads, and rRNA was removed using the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA). First, the enriched mRNA was randomly fragmented using fragmentation buffer, followed by cDNA synthesis using the NEB Next Ultra RNA Library Kit (Illumina), according to the manufacturer’s protocols. The qualified libraries were pooled and fed into NovaSeq6000 sequencers (Illumina) according to the recommended pooling protocol based on the effective concentration and anticipated data volume. The filtering process for cleaning reads included the removal of reads containing adapters, those with *N* > 10% (where N represents an undetermined base), and those with low-quality bases (Q score ≤ 5), accounting for > 50% of the total bases. Clean reads were aligned with the mouse reference genome mm10 using hisat2 [28]. The *p*-value was calculated using the population stability index distribution for each group as the input. The *p*-value for this event was < 0.0001, considering the clear separation of the two distributions. 

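Counts per gene from 4 control and 4 IgG-treated libraries of primary cultured microglia were compared with edgeR's quasi-likelihood test over the 17537 genes with enough counts to be tested. With an unadjusted p-value under 0.01 and an absolute log2 fold change above 0.5, 148 genes differed, of which 102 were higher and 46 were lower with IgG. The libraries come in pairs, because a control and an IgG library with the same replicate number share a culture date. With the replicate number as a block in the same test, 320 genes met the criterion (260 higher and 60 lower), and 129 of the 148 were among them. When the fourth IgG library was left out of the comparison without the block, the number rose to 610, the largest number under any alternative fixed before the data were seen. Scaling the libraries by their total counts alone gave a similar number, 142 genes, but turned the share of higher genes from 68.9% to 42.3% (60 higher and 82 lower). The criterion applies no correction for the number of genes tested.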

In total, 373 DEGs (261 upregulated and 112 downregulated genes) with *p*-values < 0.01 and |logFC| > 0.5 were further analyzed using the Qiagen Ingenuity pathway analysis (IPA) software (version 81,348,237; Qiagen, Hilden, Germany).

### Behavioral tests

Animals were cared for and treated according to the ‘Japanese Act on the Welfare and Management of Animals’ and the ‘Guidelines for the Proper Conduct of Animal Experiments’ issued by the Science Council of Japan. All experimental protocols were reviewed and approved by the Gunma University Animal Care and Experimentation Committee. Unless otherwise noted, most behavioral tests were performed as previously described [29]. Male mice older than 11 weeks were subjected to different behavioral tests. Mice were housed two to four per cage (one to three for each genotype) in a room with a 12-hour light/dark cycle (lights on at 7:00 am), with access to food and water ad libitum. Behavioral tests were performed between 9:00 am and 6:00 pm. After each test, the testing apparatus was cleaned with super hypochlorous water to prevent bias due to olfactory cues unless otherwise noted.

#### Neuromuscular strength test

A grip strength meter (O’HARA & Co., Tokyo, Japan) was used to assess the forelimb grip strength. The peak force applied by the forelimbs of the mouse was recorded in Newtons (N). Each mouse was tested three times, and the highest value was used for data analysis. In the wire hang test, the mouse was placed on a wire mesh that was then slowly inverted so that it gripped the wire to prevent it from falling off. Latency to fall was recorded, with a 60 s cutoff time.

#### Rotarod test

Motor coordination and balance were assessed using the rotarod test. This test, which uses an accelerating rotarod (UGO Basile, Varese, Italy), was performed by placing mice on rotating drums (3 cm diameter) made of polyvinyl chloride (PVC) and measuring the time each animal was able to maintain its balance on the rod. The speed of the rotarod was accelerated from 4 to 40 rpm over a 5-minute period. All mice were subjected to the test without pre-test training.

#### Hot plate test

The hot plate test was used to evaluate the sensitivity to a painful stimulus. Mice were placed on a 55 °C hot plate with a black anodized aluminum floor (Columbus Instruments, Columbus, OH, USA), and the latency to the first fore- or hind paw response was recorded with a 15 s cutoff time. The paw response was defined as either a paw lick or foot shake.

#### Open field test

Each mouse was placed in the corner of an open field apparatus (40 × 40 × 30 cm; Accuscan Instruments, Columbus, OH, USA), which consisted of a white plastic floor and transparent Plexiglas wall. The total distance traveled (cm), vertical activity, time spent in the center area (20 cm × 20 cm), and beam-break counts for stereotyped behaviors were recorded. Immediately after the mice were placed in the arena, their behavior was recorded for 120 min.

#### Social interaction test in a novel environment

In the social interaction test, two mice of identical genotypes that were previously housed in different cages were placed together in a white PVC plastic box (40 × 40 × 30 cm) (O’HARA & Co.) and allowed to explore freely for 10 min. Behavior was recorded and analyzed automatically using Image SI software (see Section, “Data analysis”). The total number of contacts, total duration of active contact, total contact duration, mean duration per contact, and total distance traveled were measured. If the two mice contacted each other and the distance traveled by either mouse was longer than 10 cm, the behavior was classified as an “active contact.”

#### Crawley’s sociability and social novelty preference test

This test is a well-designed method for investigating the effects of complex genetics on sociability and preference for social novelty [30]. The testing apparatus consisted of a rectangular, three-chambered PVC plastic box and lid with an infrared video camera (O’HARA & Co.). We modified the method as follows: a habituation session was performed in the apparatus for 10 min the day before the sociability test, and the wire cages in the lateral compartments were located in the corners of each compartment. In the sociability test, an unfamiliar C57BL/6J male mouse (stranger) that had no prior contact with the subject mouse was placed in one of the side chambers. The subject mouse was first placed in the middle chamber and allowed to explore the entire test box for a 10-minute session. In the social novelty preference test, each mouse was tested in a 10-minute session to quantify social preference for a new stranger. After the first 10-minute session, a second unfamiliar mouse was placed in the chamber that had been empty during the first 10-minute session. Data acquisition and analysis were performed automatically using the Time CSI software (O’Hara & Co.).

#### Locomotor activity monitoring in home cage

Locomotor activity monitoring in the home cage was performed using a system that automatically analyzed the locomotor activity of mice in their home cage. The system contained a home cage (29 × 18 × 12 cm), a filtered cage top, and an infrared video camera attached to the top of a stand. Each mouse was housed individually in a home cage. Five hours after the mice were placed in their home cages, the light was turned off, and the analysis was performed. Images from each cage were captured at a rate of one frame per second, and the distance traveled was measured automatically using Image HA software (see Section, “Data analysis”).

#### Startle response/prepulse inhibition (PPI) test

A startle reflex measurement system (O’HARA & Co.) was used to measure acoustic startle response and PPI. The test session began by placing a mouse in a transparent PVC plastic cylinder, where it was left undisturbed for 10 min. White noise (40 ms) was used as the startle stimulus for all the trial types. Startle response was recorded for 400 ms starting with the onset of the startle stimulus. The background noise level in each chamber was 70 dB. The intensity of the startle stimulus was 110 dB or 120 dB. The prepulse sound was presented 100 ms before the startle stimulus, and its intensity was 74 dB or 78 dB. Four combinations of prepulse and startle stimuli were used. Six blocks of the six trial types were presented in a pseudo-random order such that each trial type was presented once within a block.

#### Data analysis

Behavioral data were obtained automatically through applications based on ImageJ software and were modified for each test by Tsuyoshi Miyakawa (available through O’HARA & Co.). The ImageJ plugins, and the precompiled plugins for open field test (Image OF) and home cage test (Image HA) are freely available on the website of “Mouse Phenotype Database” (http://www.mouse-phenotype.org/software.html).

### Statistical analyses

Statistical analyses were performed using Excel Statistics (Statcel 3; Social Survey Research Information, Tokyo, Japan). All data are presented as the mean ± SEM, unless otherwise noted. Differences between groups were analyzed using the Student’s *t*-test, Mann-Whitney U test, one-way analysis of variance (ANOVA), two-way repeated measures ANOVA, and chi-squared test according to each experimental design.

**Table:** **Key resources table**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
antibody	anti-Stat1 (pY701) (Mouse monoclonal)	BD Biosciences	Cat# 612,232	WB (1:500)
antibody	anti-Stat1 (Mouse monoclonal)	BD Biosciences	Cat# 610,115	WB (1:500)
antibody	anti-actin (Rabbit polyclonal)	Millipore-Sigma	Cat# A5060	WB (1:1000)
antibody	anti-Syk (pY525/526) (Rabbit polyclonal)	Cell Signaling Technology	Cat# 2711	WB (1:1000)
antibody	anti-Iba1 (Rabbit polyclonal)	Wako Pure Chemical	Cat# 019-19741	IF (1:1000)
antibody	anti-CD16/32 (Rat monoclonal)	Leinco Technologies	Cat# C247	IF (1:250)
antibody	anti-CD11b (Rat monoclonal)	Abcam	Cat# ab6332	IF (1:500)
antibody	anti-IgA (Rat monoclonal)	SouthernBiotech	Cat# 1165-01	IF (1:250)
antibody	anti-MBP (Mouse monoclonal)	BioLegend	Cat# SMI-99P	IF (1:500)
antibody	anti-MAG (Mouse monoclonal)	Millipore-Sigma	Cat# MAB1567	IF (1:200)
antibody	anti-VIP (Rabbit polyclonal)	OriGene	Cat# BP882	IF (1:500)
antibody	anti-calbindin (Rabbit polyclonal)	Millipore-Sigma	Cat# AB1778	IF (1:1000)
antibody	anti-parvalbumin (Mouse monoclonal)	Millipore-Sigma	Cat# P3088	IF (1:500)
antibody	anti-VGAT (Rabbit polyclonal)	Synaptic Systems	Cat# 131,002	IF (1:1000)
antibody	anti-GAD67 (Mouse monoclonal)	Millipore-Sigma	Cat# MAB5406	IF (1:500)
antibody	anti-cleaved caspase-3 (Rabbit monoclonal)	Cell Signaling Technology	Cat# 9664	IF (1:1000)
antibody	anti-Ki67 (Rat monoclonal)	BioLegend	Cat# 652,401	IF (1:200)
antibody	anti-Rabbit IgG H&L (Alexa Fluor® 488) (Goat polyclonal)	Thermo Ficher Scientific	Cat# A31628	IF (1:1000)
antibody	anti-Mouse IgG H&L (Alexa Fluor® 555) (Donkey polyclonal)	Abcam	Cat# ab150110	IF (1:1000)
antibody	anti-Rat IgG H&L (Alexa Fluor® 555) (Goat polyclonal)	Thermo Ficher Scientific	Cat# A21434	IF (1:1000)
antibody	anti-Rat IgG H&L (Alexa Fluor® 488) (Goat polyclonal)	Thermo Ficher Scientific	Cat# A11006	IF (1:1000)
antibody	anti-Rabbit IgG H&L (Alexa Fluor® 555) (Goat polyclonal)	Thermo Ficher Scientific	Cat# A31630	IF (1:1000)
antibody	anti-Mouse IgG H&L (Alexa Fluor® 488) (Goat polyclonal)	Thermo Ficher Scientific	Cat# A31620	IF (1:1000)
antibody	anti-CD11b (Alexa Fluor® 488) (Rat monoclonal)	BioLegend	Cat# 103,131	FC (1:200)
antibody	anti-CD45 (PerCP/Cy5.5) (Rat monoclonal)	BioLegend	Cat# 101,217	FC (1:200)
antibody	anti-CD45 (APC/Cy7) (Rat monoclonal)	BioLegend	Cat# 103,115	FC (1:200)
antibody	anti-mouse IgG (APC) (Goat polyclonal)	BioLegend	Cat# 405,308	FC (1:100)
antibody	anti-IgA (biotin) (Rat monoclonal)	BioLegend	Cat# 407,003	FC (1:100)
antibody	anti-CD200 (PE/Cy7) (Rat monoclonal)	BioLegend	Cat# 123,817	FC (1:200)
antibody	anti-CD31 (APC) (Rat monoclonal)	BioLegend	Cat# 102,509	FC (1:200)
antibody	anti-O4 (APC) (Mouse monoclonal)	Miltenyi Biotec	Cat# 130-119-155	FC (1:400)
antibody	anti-CD16 (PE) (Rat monoclonal)	BioLegend	Cat# 158,003	FC (1:200)
antibody	anti-CD32 (PE) (Rat monoclonal)	BioLegend	Cat# 156,403	FC (1:100)
antibody	anti-CD64 (PE) (Rat monoclonal)	BioLegend	Cat# 139,303	FC (1:100)
antibody	IgG2a (PE) (Rat monoclonal)	BioLegend	Cat# 400,507	Isotype control
antibody	IgG2b (PE) (Rat monoclonal)	BioLegend	Cat# 400,607	Isotype control
antibody	IgG1 (PE) (Mouse monoclonal)	BioLegend	Cat# 400,111	Isotype control
antibody	IgG (APC) (Goat polyclonal)	SouthernBiotech	Cat# 0109 − 11	Isotype control
antibody	IgG1 (biotin) (Rat monoclonal)	BD Biosciences	Cat# 553,923	Isotype control
cell line	HMC3	ATCC	Cat# CRL-3304	Human microglial cell line
recombinant protein	IFN-β1	BioLegend	Cat# 581,302	3 pg/ml
chemical compound	Ruxolitinib	Cayman Chemical	Cat# 11,609	1–5 µM
chemical compound	PRT062607	Selleck Chemicals	Cat# S8032	1 µM
chemical compound	BAY61-3606	Millipore-Sigma	Cat# 574,714	5–10 µM
antibody	anti-IFNAR1 (Mouse monoclonal)	BioLegend	Cat# 127,302	Blocking (2 µg/ml)
antibody	IgG from mouse serum	Millipore-Sigma	Cat# I5381	1–100 µg/ml
antibody	Mouse IgG1	BioLegend	Cat# 401,401	20 µg/ml
antibody	Mouse IgG2a	BioLegend	Cat# 401,501	20 µg/ml
antibody	Mouse IgG2b	BioLegend	Cat# 402,201	20 µg/ml
antibody	Mouse IgG3	BioLegend	Cat# 401,301	20 µg/ml
antibody	Mouse IgM	Thermo Ficher Scientific	Cat# 14-4752-82	10 µg/ml
antibody	Mouse IgE	BioLegend	Cat# 401,701	10 µg/ml
antibody	Mouse IgA	Thermo Ficher Scientific	Cat# 14-4762-81	10 µg/ml
antibody	Human IgG	Millipore-Sigma	Cat# I4506	100 µg/ml

## Results

### IgG immunoreactivity in the corpus callosum and cerebellar white matter microglia of the mouse infant brain

We found that microglia exhibited IgG immunoreactivity in the mouse corpus callosum (Fig. 1A) and cerebellar white matter (Fig. 1B) on postnatal day 8 (P8). Immunoreactivity for IgG was either weak or absent in the hippocampus (Fig. 1C), midbrain (Fig. 1D), and medulla oblongata (Fig. 1E).

**Fig. 1:**
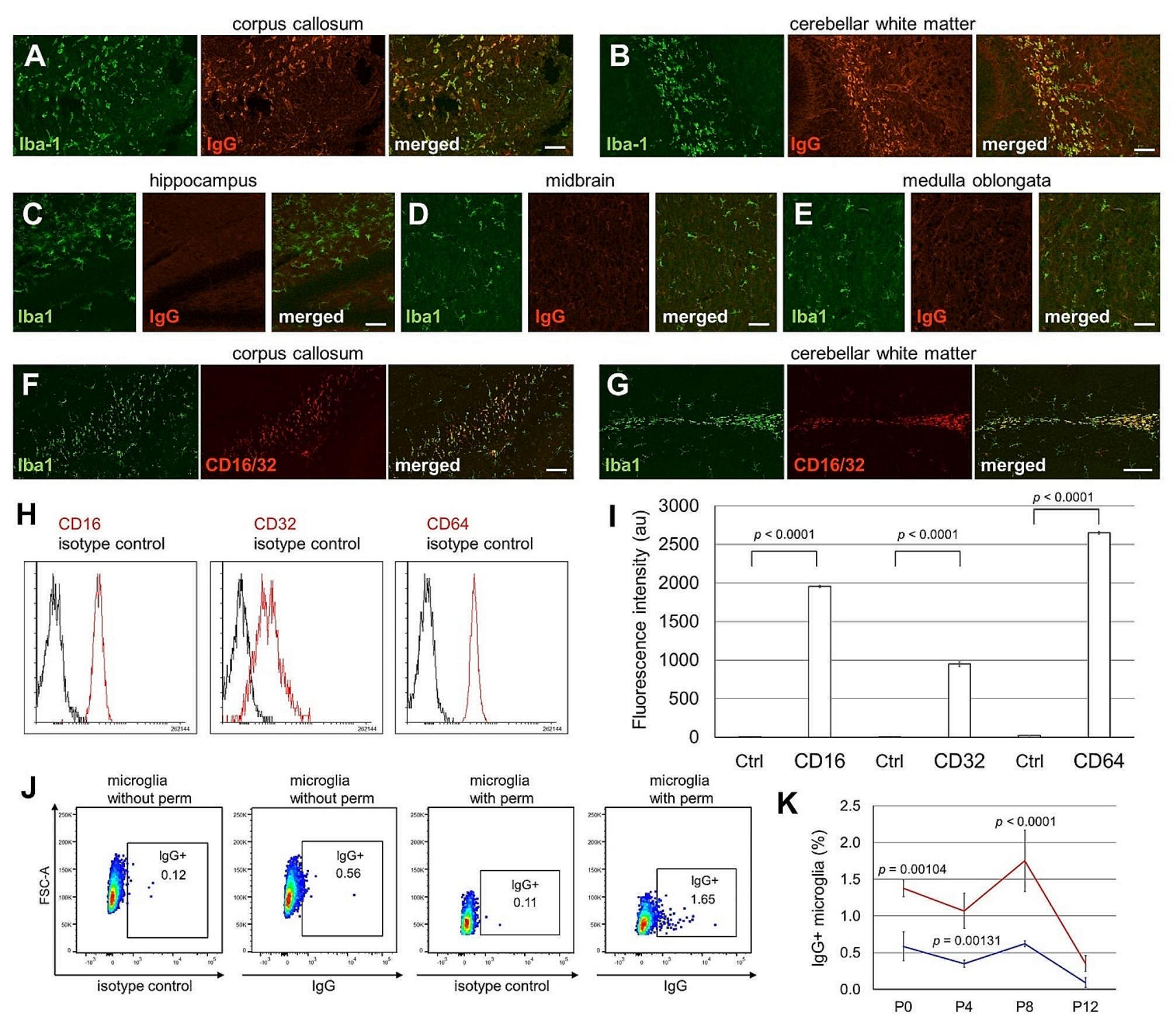
Immunoreactivity of IgG in microglia of the brains of infant mice. (**A–E**) Sagittal sections of C57BL/6J mice at postnatal day 8 (P8) were immunolabeled with an anti-Iba1 antibody (green) and anti-mouse IgG antibody (red). Scale bars, 50 μm. (**F, G**) Sagittal sections of mice at P8 were immunolabeled with anti-Iba1 antibody (green) and anti-CD16/32 antibody (red). Scale bars, 100 μm. (**H**) Flow cytometry data showing staining of microglia with specific antibodies (red) and isotype control (black) at P8. (**I**) Flow cytometry quantification of the expression of CD16, CD32, and CD64 in microglia is indicated by fluorescence intensity. Ctrl, isotype control. The *p*-values from Student’s *t*-test are indicated. (**J**) Representative plots of flow cytometry data showing staining of microglia with anti-mouse IgG antibodies and isotype control at P8, with or without fixation and permeabilization. (**K**) Quantification of the percentage of microglia stained with anti-mouse IgG, with (red) or without (blue) fixation and permeabilization, at P0, P4, P8, and P12 [P0 with permeabilization (*n* = 3); P0 without permeabilization (*n* = 3); P4 with permeabilization (*n* = 4); P4 without permeabilization (*n* = 3); P8 with permeabilization (*n* = 7); P8 without permeabilization (*n* = 3); P12 with permeabilization (*n* = 3); P12 without permeabilization (*n* = 3)]. Two-way analysis of variance revealed a significant effect on localization (*p* < 0.0001) and stage (*p* < 0.0001). *P*-values from Fisher’s protected least-significant difference (PLSD) post hoc tests for pairwise comparisons are indicated

IgG Fc receptors fall into three classes– CD16 (FcγRIII), CD32 (FcγRII) and CD64 (FcγRI). CD16 (FcγRIII) and CD32 (FcγRII) are low-to-medium affinity receptors and mediate signaling after cross-linking of the receptors on the cell surface, whereas CD64 (FcγRI) is a high affinity receptor for IgG [31]. Immunoreactivity of the antibody that recognizes both CD16 and CD32 was observed in the microglia of the corpus callosum (Fig. 1F) and cerebellar white matter (Fig. 1G). We also examined the expression of the three IgG receptor classes using flow cytometry. Microglia in the telencephalon were analyzed (see Materials and Methods). The results showed that all three IgG receptor classes were expressed in microglia (Fig. 1H and I).

Border-associated macrophages (BAMs) reside at the interface between the brain and periphery, including the meninges and choroid plexus [32]. Immunoreactivity for IgG was also observed in BAMs at the choroid plexus (Fig. S1A) and pia mater (Fig. S1B). These BAMs also showed immunoreactivity for CD16/32 (Fig. S1C and S1D).

Next, intracellular and cell surface IgG localizations were examined using flow cytometry. The percentage of microglia showing IgG immunoreactivity was higher when the cells were permeabilized than that without permeabilization at P8 (Fig. 1J). The percentage of microglia showing IgG immunoreactivity peaked at P8 and was almost nonexistent at P12 (Fig. 1K). Accordingly, at P15, the immunoreactivity for IgG in microglia in the corpus callosum (Fig. S2A) and cerebellar white matter (Fig. S2D) was very weak. At P28 and P56, little immunoreactivity for IgG in the microglia in the corpus callosum (Fig. S2B and S2C) and cerebellar white matter (Fig. S2E and S2F) was observed. In contrast, immunoreactivity for IgG in BAMs was higher at P28 (Fig. S2H) than at P15 (Fig. S2G) and P56 (Fig. S2I). Similarly, results for the pia mater were obtained (Fig. S2J,S2K, and S2L).

The corpus callosum and cerebellar white matter of the infant brain, called the “fountain of microglia,” shows large amounts of amoeboid microglia and high expression of Mac3 up to P10 [33]. Immunoreactivity for IgG in microglia in the corpus callosum was heterogeneous and particularly strong in the “fountain of microglia,” where cells were densely packed when observed using 4’,6-diamidino-2-phenylindole (DAPI) (Fig. S3A). CD11b immunoreactivity in microglia in the corpus callosum was also heterogeneous (Fig. S3B), and microglia with strong IgG immunoreactivity were observed in parallel with microglia with strong CD11b immunoreactivity (Fig. S3C). When the expression levels of CD11b and FcγR were examined by flow cytometry, the expression of CD16, CD32, and CD64 was positively correlated with that of CD11b (Fig. S3D, S3E and S3F).

### Activation of type I interferon-related genes in primary cultured microglia by IgG

To examine the effects of IgG binding on microglia, we prepared primary microglia cultures. Primary cultured microglia showed CD16/32 (Fig. 2A) and IgG immunoreactivity after the addition of IgG to the culture medium (Fig. 2B). Immunostaining for IgG in microglia was strongly observed up to 24 h after addition to the medium; however, degradation was observed after 48 h (Fig. S4A and S4B).

**Fig. 2:**
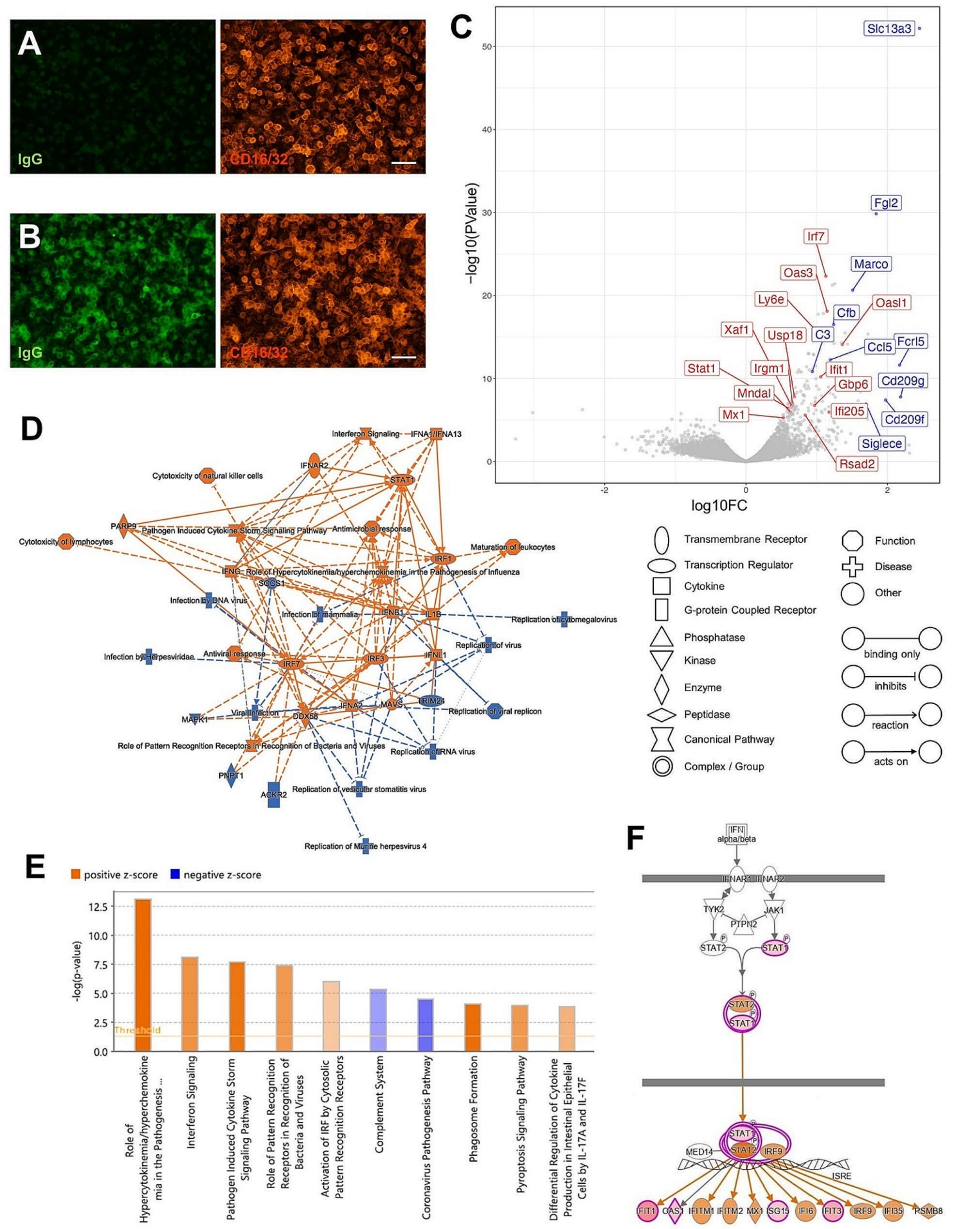
Comprehensive analysis of microglial genes differentially expressed by IgG stimulation. (**A, B**) Primary cultured microglia were immunolabeled with anti-mouse IgG antibody (green) and anti-CD16/32 antibody (red) without IgG addition (**A**) and 24 h after IgG addition to the culture media (**B**). Scale bars, 50 μm. (**C**) Volcano plots of DEGs between the control and primary cultured microglia stimulated with 10 µg/ml IgG for 24 h. Representative IFN-I-related genes are shown in red. (**D**) Graphical summary of the pathways regulated after IgG treatment generated by ingenuity pathway analysis (IPA). Orange and blue indicate activation and inhibition, respectively. The solid line indicates a direct interaction, the dashed line indicates an indirect interaction, and the dotted line indicates an inferred correlation from machine-based learning. (**E**) Significant pathways identified by IPA. Positive and negative z-scores, colored in orange and blue, represent the activation and inhibition of pathways, respectively. (**F**) Significant activation of the IFN-I signaling pathway was predicted using IPA. Orange indicates activation

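Primary microglia, the resident immune cells of the brain, were grown from the brains of newborn mice, and RNA was collected at DIV15 after 24 h with or without 10 µg/ml IgG. The paper gives PBS as the control treatment, whereas the sample labels call these cultures untreated. There were 4 libraries per group. Each replicate number marks a pair of cultures of the same date, so that the libraries form 4 pairs. The paper describes enrichment of mRNA on oligo(dT) beads, removal of reads with adapters or low quality, and alignment to the mouse genome mm10 with HISAT2. The authors' deposited table holds whole-number counts per Ensembl gene, not normalized, and the paper's text does not name the counting program, the annotation or the use of strand. The total was 21287816 to 23571277 counts in the control libraries (median 22734270.5) and 22000403 to 23703216 in the IgG libraries (median 22196491), so depth differed little between the groups.

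From these counts, libraries were scaled with edgeR's TMM method and genes with too few counts for the group size were removed with filterByExpr. Normalized levels are given as CPM, counts scaled to a common library size, as mean ± SD over the 4 libraries of a group. Fold changes are IgG against control on the log2 scale. Without the pairing, 0 of the 17537 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1230 genes (847 higher and 383 lower) had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0771, for Slc13a3. With the replicate number as a block, 69 genes had an adjusted p-value under 0.05. All 69 were higher with IgG, and each was higher in all 4 pairs. This number rested on the pairs included, with 0 genes when replicate 2 was left out, 14 without replicate 1 and 16 without replicate 3, and 182 without replicate 4, in fits chosen after the data were seen. The 5 genes with the largest rise among the 69 were Slc13a3, Fcrl5, Fgl2, Fpr1 and Slamf9.

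The IgG libraries did not shift alike. Mitochondrial genes took 4.85% and 5.59% of the counts in IgG libraries 1 and 3, and 1.97% to 2.41% in the other libraries. The change of a gene within a pair also followed its exon length and GC content in pairs 1, 3 and 4 but not in pair 2. The Spearman correlation with GC content, across 12472 genes of 1 pair, which are not independent replicates, was -0.46, -0.03, -0.45 and 0.38 in pairs 1 to 4. When the trends on length and GC content were removed in the fit with the block, 206 genes had an adjusted p-value under 0.05, a setting chosen after the data were seen.

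**Figure D1:**
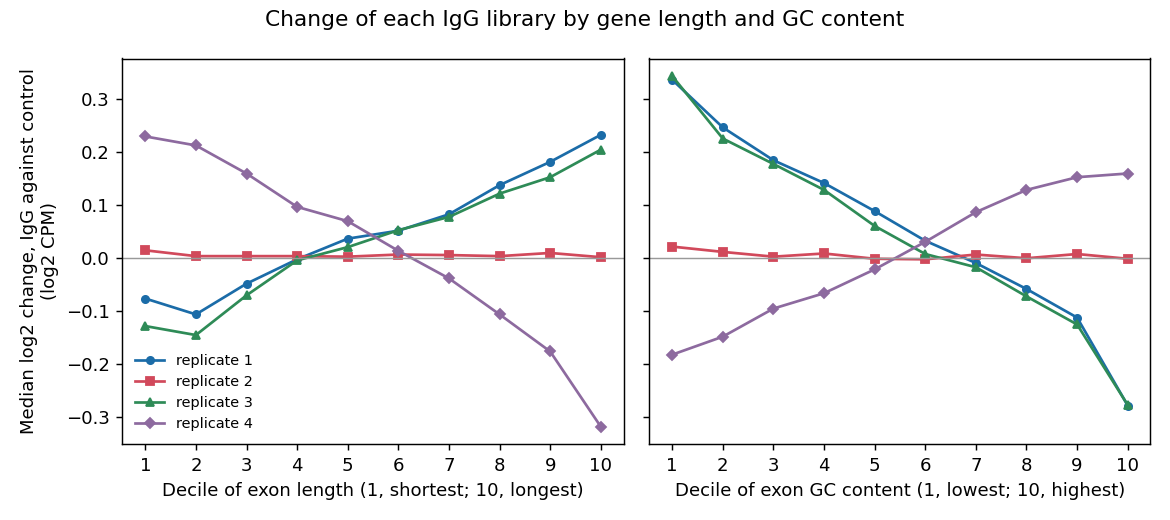
Median log2 change of CPM in each IgG library against the control library of the same replicate, for genes grouped into 10 equal bins by exon length (left) or exon GC content (right). Replicate 2 stays near 0 in every bin, replicates 1 and 3 fall from 0.336 and 0.343 in the lowest GC bin to -0.279 and -0.278 in the highest, and replicate 4 runs the other way.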

We identified differentially expressed genes (DEGs) between the control and IgG-treated primary cultured microglia based on RNA sequencing (RNA-seq) data. 

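The 15 gene ontology terms of Table S1 hold 81 different genes, which the study selected on these same libraries, so that their changes are not independent evidence for the terms. All 81 were among the genes tested. IgG libraries had higher levels of 77 of them and lower levels of 4, and 75 were higher in all 4 pairs. Without the block, 21 of the 81 met the criterion of an unadjusted p-value under 0.01 and an absolute log2 fold change above 0.5, and 55 had an unadjusted p-value under 0.05. With the replicate block, 72 met the criterion. With edgeR's likelihood ratio test and the same block, all 81 met it. Leaving out libraries moved the number without the block from 9, when replicate 2 or replicate 3 was left out, to 54, when the fourth IgG library was left out. After adjustment over all genes tested, 0 were under 0.05 without the block and 24 with it. When the p-values were adjusted over the list alone, 28 genes passed without the block and 81 with it.

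For the term cellular response to interferon-beta, all 28 genes were higher with IgG, with log2 fold changes from 0.48 (Trex1) to 1.37 (Ifi205) and a median of 0.77. Of these, 2 met the criterion without the block and 25 with it. The 18 genes of the response to interferon-gamma ranged from 0.53 (Gbp4) to 1.35 (Ccl7). The 8 genes of the response to interferon-alpha had a median log2 fold change of 0.80, and the 9 genes of the type I interferon signaling pathway 0.60. The 10 genes of positive regulation of interferon-beta production also had a median of 0.60, of which 1 met the criterion without the block and 8 with it. Many of these genes lie in clusters of similar copies (the Gbp, Ifi200, Oas1 and Ifit genes), between which reads could have been split or shared in counting, so that values of single members are uncertain.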

Functional annotation analysis showed significant enrichment of genes involved in the response to type I interferon (IFN-I), IFN-α, and IFN-β and the regulation of IFN-I production (Table S1). Volcano plots display the statistical significance of the difference relative to the magnitude of difference for each gene in the comparison. 

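The 14 genes labelled as IFN-I-related in Fig. 2C, such as Irf7, Oas3, Ly6e, Oasl1, Usp18, Mx1, Ifit1, Ifi205 and Rsad2, were higher with IgG in all 4 pairs. Their log2 fold changes ran from 0.53 for Mx1 to 1.39 for Oasl1, with a median of 1.00. None met the criterion without the block, although 10 of the 14 had an unadjusted p-value under 0.05. With the replicate block all 14 met the criterion, and 8 had an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone, 0 passed without the block and 14 with it, and the list was chosen by the study on these libraries.

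Irf7 (ENSMUSG00000025498, chromosome 7 of mm10, 141262706 to 141266481, protein coding) encodes an interferon regulatory factor. Its level was 123 ± 54.6 CPM (SD, n = 4) in control and 264 ± 108 CPM (SD, n = 4) in IgG libraries, so the groups overlapped. Without the block the adjusted p was 0.692 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold change ran from 0.85 to 1.34 when single libraries or pairs were left out. Within pairs the change was 1.06, 1.05, 1.11 and 1.30. With the replicate block the log2 fold change was 1.13 (standard error 0.09, adjusted p = 0.00593 in edgeR). Its control level was lowest in replicate 4 (55.47 CPM) and highest in replicate 1 (178.58 CPM). Ifit1 rose by 1.16 (adjusted p = 0.692 in edgeR without the block and 0.0329 with it), and its neighbours on chromosome 19 are similar Ifit copies.

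Of the 10 other genes labelled in Fig. 2C, all were higher in the 4 pairs, with a median log2 fold change of 1.77 in the fit with the block. All but Siglece met the criterion without the block, 9 passed when adjusted over the list alone, and with the block 7 of the 10 had an adjusted p-value under 0.05 over all genes. Slc13a3 (ENSMUSG00000018459, chromosome 2, 165405028 to 165473230), a dicarboxylate transporter, had 18.7 ± 4.21 CPM in control and 106 ± 37.7 CPM in IgG libraries, a log2 fold change of 2.45 (standard error 0.14) with the block. There it had the smallest adjusted p-value of all genes tested, 0.00182 in edgeR's quasi-likelihood test. Marco (chromosome 1, 120474538 to 120505024) rose from 45.8 ± 13.8 to 127 ± 11.9 CPM, and every IgG library was above every control library. Fcrl5, Cd209g and Cd209f had log2 fold changes of 2.22, 2.24 and 2.00 from control means under 1 CPM.

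**Figure D2:**
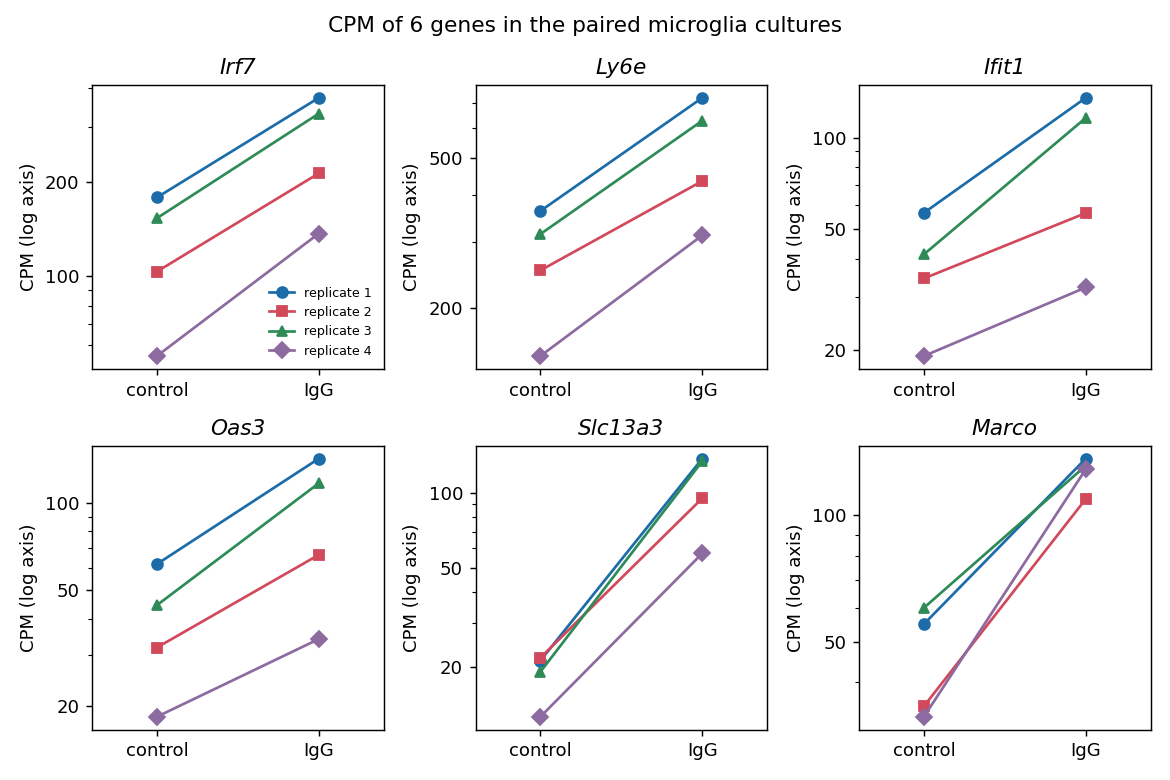
CPM of 6 genes in control and IgG libraries on a log axis, with a line joining the libraries of the same replicate number. Each of the 24 lines rises, and the control level of the IFN-I-related genes Irf7, Ly6e, Ifit1 and Oas3 is lowest in replicate 4.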

In the volcano plots, IFN-I-related gene expression increased in response to IgG stimulation (Fig. 2C). 

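Of the genes drawn in the network for the IgG response, 13 are counted here that the text of the study does not list, such as Parp9, Socs1, Il1b, Ddx58 and Trim24 under their mouse names. Of these 13, Ifng, Ackr2, Ifnl2 and Ifnl3 had 0 counts in all 8 libraries and 9 were tested. The study drew this network from its analysis of these same libraries, so their changes are not independent evidence for it. Their median log2 fold change was 0.33, from 0.18 without the first IgG library to 0.49 without the fourth, with medians of 0.49, 0.26, 0.50 and 0.11 in pairs 1 to 4. At an unadjusted p-value under 0.05, 3 were higher and 1 was lower. Adjusted over the list alone, 0 passed without the block and 5 with it. Il1b had a log2 fold change of 0.64 (standard error 0.26, adjusted p = 0.692 in edgeR's quasi-likelihood test without the block and 0.0466 with it) and was higher in all 4 pairs. Ddx58 had 0.83 (standard error 0.36) and Parp9 0.50 (standard error 0.23). Socs1, at 2.46 ± 0.404 CPM in control and 1.45 ± 0.369 CPM in IgG libraries (SD, n = 4 each), was lower in all 4 pairs, with a log2 fold change of -0.76. It met the paper's criterion without the block and not with it. Trim24 changed by 0.09, within its standard error of 0.096, and was at -0.01 when libraries were scaled by total counts alone.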

Figure 2D shows the clusters generated by pathway analysis of DEGs between control and IgG-stimulated microglia. IFN-I genes (i.e., IFNA1, IFNA2, and IFNB1), receptor of IFN-I (IFNAR2), and interferon regulatory factors (i.e., IRF1, IRF3, and IRF7) were included in this gene network.

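In the deposited counts, the mouse genes Ifna1 (chromosome 4 of mm10, 88850087 to 88850656) and Ifna2 (chromosome 4, 88682881 to 88683912) had 0 counts in each of the 8 libraries, as did all 13 Ifna genes of the annotation. A count of 0 allows up to 3 counts, which is 0.141 CPM in the library with the fewest counts. Ifnb1 (chromosome 4, 88522025 to 88522774) had 1 count in the second control library, 3 counts in the second IgG library and 0 in the other 6 libraries, too few for a fold change. Expression of these IFN-I genes was thus at or under the detection limit after 24 h with IgG, and a difference was not detectable at this depth. With 0 counts in each of the 8 libraries, Ifna1 and Ifna2 cannot have been called as changed from these counts. The paper also measured secreted IFN-β protein by ELISA and reports that IgG induced it. RNA counts at 24 h do not test that result. These values cover counting error only. Ifnar2 (chromosome 16, 91372783 to 91405589) had 91.7 ± 5.85 CPM in control and 102 ± 4.84 CPM in IgG libraries (SD, n = 4 each). Its log2 fold change was 0.16 (standard error 0.08, adjusted p = 0.693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in all 4 pairs. Irf1 (chromosome 11, 53770014 to 53778374) had a log2 fold change of -0.08 (standard error 0.10) and Irf3 (chromosome 7, 44997648 to 45002848) of -0.17 (standard error 0.18). Both were higher in 2 pairs and lower in 2, so neither differed beyond the spread between replicates. Of the genes Ifnar2, Irf1, Irf3 and Irf7, only Irf7 passed after adjustment over the list alone, and that with the replicate block.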

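Pathway analysis software of the kind used in the study was not used here. Instead, lists of genes fixed beforehand and 5 Reactome pathways, 21 lists in all, were tested with camera on the edgeR fit, with Benjamini-Hochberg adjustment over the 21. Of these lists, 14 had an adjusted p-value under 0.05 and all 14 were higher with IgG. They include 3 lists of genes drawn in Fig. 2D and Fig. 2F, which the study chose on these libraries and which are not independent evidence. With the replicate block 15 did, 14 higher and 1, astrocyte markers, lower. Camera assumes a small correlation between genes. Without the block, 0 of the 21 lists held under fry or under camera with an estimated correlation, where 2 lists had an unadjusted p-value under 0.05 in each. With the block, 13 of the 15 held under fry, and 2, the interferon-stimulated genes and Reactome interferon gamma signaling, held under the estimated correlation.

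The list of 59 interferon-stimulated genes, such as the Ifit, Oas, Mx and Parp genes, had a median log2 fold change of 0.60 (camera on the edgeR fit, adjusted p = 1.56e-23). Of these genes, 58 were higher with IgG and 57 were higher in all 4 pairs, with medians of 0.61, 0.51, 0.65 and 0.46 in pairs 1 to 4. Leaving out the fourth control library moved this median most, to 0.40, and leaving out the first control library gave 0.78. By the criterion of the volcano plot, 1 of the 59 passed without the block and 38 with it. Over all genes tested, 0 had an adjusted p-value under 0.05 without the block, where 21 had an unadjusted p-value under 0.05, and 16 with it. Adjusted over the list alone, 0 passed without the block and 56 with it. Of the 59, 19 are also in Table S1 or Fig. 2C.

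Reactome interferon gamma signaling (80 genes tested) had a median of 0.20, and interferon alpha/beta signaling (12 genes) 0.17. The latter was no longer past 0.05 when the fourth control library, the first IgG library or replicate 2 was left out (medians 0.11, 0.10 and 0.18). Genes of the complement system had a median log2 fold change of 0.27 over 20 genes, 15 of which were higher, and the Reactome complement cascade 0.16 over 16 genes. Without the fourth control library these medians were 0.16 and 0.09. The complement genes were at 0.17 with genes of at least 1 count and 0.15 with at least 10 in every library.

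**Figure D3:**
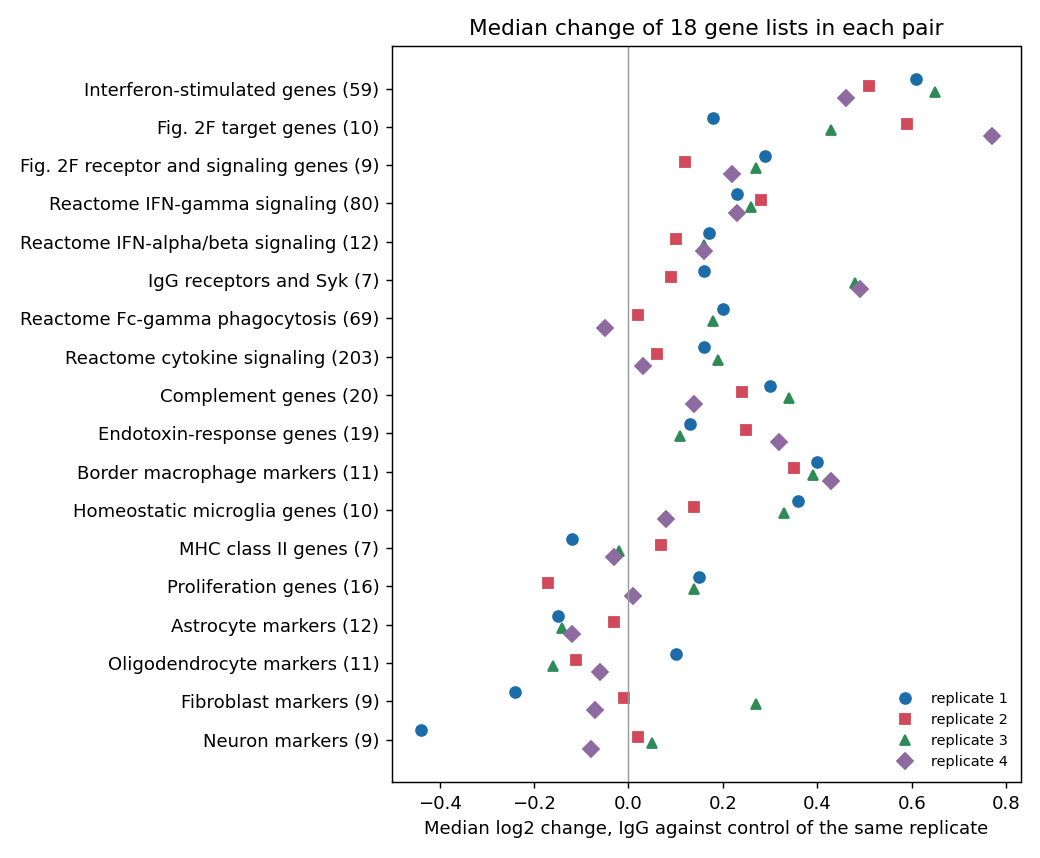
Median log2 change of 18 gene lists, with the number of genes tested in parentheses, in each IgG library against the control library of the same replicate. The interferon-stimulated genes lie between 0.46 and 0.65 in all 4 pairs, while the marker lists of astrocytes and oligodendrocytes lie between -0.16 and 0.10, those of fibroblasts between -0.24 and 0.27 and those of neurons between -0.44 and 0.05.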

Ingenuity pathway analysis of DEGs revealed altered canonical pathways that were either activated or inhibited (Fig. 2E). Cytokine storm signaling and phagosome formation pathways were also activated, in addition to the interferon signaling pathway (Fig. 2E). 

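The Reactome list for cytokine signaling in the immune system had a median log2 fold change of 0.12 (camera on the edgeR fit, Benjamini-Hochberg adjusted p = 4.93e-06). Its medians were 0.16, 0.06, 0.19 and 0.03 in pairs 1 to 4, and 138 of its genes were higher with IgG. With total counts alone its median was 0.01, and it was 0.06 without the first IgG library and 0.19 without the fourth. The Reactome list for phagocytosis through Fcγ receptors, 69 genes tested, had a median of 0.08 (camera on the edgeR fit, adjusted p = 0.0123) and was below 0 in pair 4. Its median became -0.02 when libraries were scaled by total counts alone. With the replicate block, this list passed camera but not fry (adjusted p = 0.208). It also did not pass camera with an estimated correlation and the block (adjusted p = 0.391). Of the receptors for IgG, Fcgr1 (CD64; chromosome 3 of mm10, 96282909 to 96293969) had a log2 fold change of 0.81 (standard error 0.30, adjusted p = 0.692 in edgeR's quasi-likelihood test without the block and 0.0165 with it). Fcgr4 had a log2 fold change of 0.77 (standard error 0.38), with an adjusted p of 0.693 in edgeR without the block and 0.0329 with it, and was higher in all 4 pairs. Fcer1g had 0.42 (standard error 0.10) and was higher in all 4 pairs, without passing adjustment over all genes tested in either fit. The low-affinity receptor genes Fcgr3 (CD16) and Fcgr2b (CD32) changed by 0.02 and 0.03, less than their standard errors of 0.091 and 0.12, and their sign turned under other scalings. Syk changed by 0.12 (standard error 0.12). The Fcgr2b, Fcgr3 and Fcgr4 genes lie next to each other on chromosome 1 and are similar in sequence. Over these 7 genes, with Fcgrt, 1 (Fcer1g) passed when adjusted over the list alone without the block and 4, Fcer1g among them, with it.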

The IFN-I signaling pathway and upregulated genes are shown in Fig. 2F. 

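The 10 target genes drawn in Fig. 2F (Ifit1, Oas1a, Ifitm1, Ifitm2, Mx1, Isg15, Ifit3, Irf9, Ifi35 and Psmb8) had a median log2 fold change of 0.46. The medians in pairs 1 to 4 were 0.18, 0.59, 0.43 and 0.77. The median was 0.28 without the fourth control library and 0.69 without the first. The study picked this pathway on these same libraries, so its genes are not independent evidence for it. All 10 were higher with IgG and 8 were higher in all 4 pairs. Without the block 0 met the criterion of the volcano plot, with 4 at an unadjusted p-value under 0.05, and with the replicate block 4 met it. Adjusted over the list alone, 0 passed without the block and 8 with it. Ifit3 went from 130 ± 51.1 to 249 ± 118 CPM (SD, n = 4 each), a log2 fold change of 0.93 (standard error 0.38, adjusted p = 0.692 in edgeR's quasi-likelihood test without the block and 0.0145 with it). Isg15 had a log2 fold change of 0.49 (standard error 0.29) and did not pass adjustment over all genes tested in either fit. Ifitm1, with 1.06 ± 0.34 CPM in control libraries, fell by 2.15 in pair 1 and was higher in the other pairs. Ifitm2 changed by 0.10 (standard error 0.12).

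The 9 receptor and signaling genes of the pathway, such as Ifnar1, Ifnar2, Tyk2, Jak1, Ptpn2, Stat2 and Irf9, had a median of 0.18, which was 0.07 with total counts alone and 0.12 without the fourth control library or the first IgG library. Stat2 (chromosome 10 of mm10, 128270559 to 128292849) had 171 ± 48.4 CPM in control and 237 ± 77.0 CPM in IgG libraries, a log2 fold change of 0.46 (standard error 0.26, adjusted p = 0.697 in edgeR without the block and 0.11 with it), and was higher in all 4 pairs. Irf9 was also higher in all 4 pairs (0.24, standard error 0.13). Ifnar1, Tyk2 and Med14 changed by 0.09, -0.04 and 0.04, within their standard errors of 0.10, 0.081 and 0.17. Adjusted over the list alone, 0 of the 9 passed without the block, where 1 had an unadjusted p-value under 0.05, and 2 with it. From the IFN-I pathway and its upregulated genes, the paper reasons that IgG activates IFN-I signaling in microglia and goes on to test this activation at the protein level.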

Stat1 and Stat2 are key markers of IFN-I activation and transcription of interferon-stimulated gene (ISG) expression [34]. Binding of IFN-I to its receptors initiates a signaling cascade that results in the phosphorylation and heterodimerization of Stat1 and Stat2 to form the active transcription factor complex. Therefore, we examined whether Stat1 was phosphorylated in IgG-stimulated microglial cells. We found that, in primary cultured microglia, Stat1 was phosphorylated in a dose-dependent manner by 6 h IgG stimulation (Fig. 3A). IgG concentrations in mouse blood are generally in the range of 1 to 10 mg/ml [35–37]. Here, we found that Stat1 was phosphorylated at much lower concentrations as shown in Fig. 3A. IgG stimulation for 24 h similarly phosphorylated Stat1 in a dose-dependent manner (Fig. 3B). However, the Stat1 protein also increased in a dose-dependent manner, indicating that phosphorylated Stat1 increased proportionally (Fig. 3B). Long-term stimulation with interferon increases Stat1 protein levels and induces a larger response to subsequent stimulation by interferon, a phenomenon termed priming [38]. As shown in Fig. 3C, IgG-stimulated phosphorylation of Stat1 began after 6 h, and Stat1 protein levels also increased in a time-dependent manner. When IFN-β was added 24 h after IgG treatment, Stat1 phosphorylation was elevated compared with that after the addition of IFN-β alone, depending on the increase in the Stat1 protein (Fig. 3D).

**Fig. 3:**
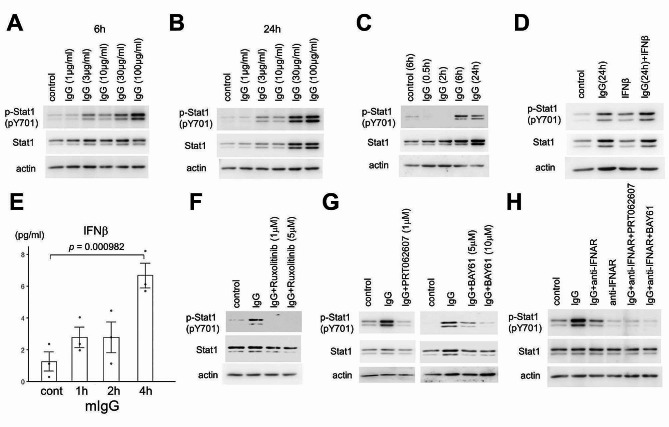
IgG activates the IFN-I feedback loop via Syk. (**A**) Immunoblot analysis of primary cultures of IgG-stimulated microglia. Protein lysates were immunoblotted using anti-phosphorylated Stat1 (pY701), anti-Stat1, and anti-actin antibodies. Whole-cell extracts of microglia stimulated for 6 h with mouse IgG were analyzed. (**B**) Whole-cell extracts of microglia stimulated for 24 h with mouse IgG were analyzed. (**C**) Whole-cell extracts of microglia stimulated with 10 µg/ml mouse IgG were analyzed. (**D**) Whole-cell extracts of microglia stimulated with 10 µg/ml mouse IgG for 24 h and 3 pg/ml IFN-β for 30 min were analyzed. (**E**) IFN-β secreted from primary cultured microglia in response to 10 µg/ml mouse IgG stimulation was measured using enzyme-linked immunosorbent assay (ELISA) (*n* = 3 each). One-way analysis of variance showed a significant difference (*p* = 0.00545). The *p*-values from Fisher’s PLSD post hoc tests are indicated. (**F**) Whole-cell extracts of microglia stimulated with 10 µg/ml mouse IgG with 1 or 5 µM ruxolitinib for 6 h were analyzed. (**G**) Whole-cell extracts of microglia stimulated with 10 µg/ml mouse IgG for 6 h with 1 µM PRT062607 and 5 or 10 µM BAY61-36061 were analyzed. PRT062607 and BAY61-36061 were added to the medium 1 h before the addition of IgG. (**H**) Whole-cell extracts of microglia stimulated with 20 µg/ml mouse IgG for 6 h with 2 µg/ml anti-IFNAR, 1 µM PRT062607, or 10 µM BAY61-3606 were analyzed. PRT062607 and BAY61-36061 were added to the medium 1 h before the addition of IgG

In Fig. 3E, IgG stimulation induced IFN-β secretion from primary cultured microglia. IFN-I production can be amplified using a positive feedback loop (Fig. S5). All IFN-I signals through the IFN-I receptors IFNAR1 and IFNAR2 dimerize upon ligand binding and activate Jak1 and Tyk2 receptor tyrosine kinases (Fig. S5). Activated Jak1 phosphorylates the intracellular domain of the receptor and facilitates the recruitment and phosphorylation of Stat [39]. Ruxolitinib, which is a selective inhibitor of Jak1 and Jak2, inhibited the phosphorylation of Stat1 in IgG-stimulated microglia (Fig. 3F).

How does IgG stimulation activate the IFN-I feedback loop? Syk is essential for signaling through immune receptors involved in the recognition of antigens, immunoglobulins, and cell surface proteins (Fig. S5) [40]. Reports have shown that Syk is associated with the priming of interferon signaling by phosphorylating the Stat1 protein [41]. Syk inhibitors—PRT062607 and BAY61-3606— strongly suppressed the Stat1 phosphorylation in IgG-stimulated microglia (Fig. 3G).

When feedback was inhibited by the IFN-I blocker anti-IFNAR alone, Stat1 phosphorylation in response to IgG stimulation was only partially reduced (lane 3, Fig. 3H). Co-treatment with Syk inhibitors (PRT062607, BAY61-3606) and anti-IFNAR further inhibited the Stat1 phosphorylation in response to IgG stimulation (lanes 5 and 6, Fig. 3H), indicating that Syk is upstream of the IFN-I feedback loop (Fig. S5).

Mouse IgG can be divided into four subclasses: IgG1, IgG2a, IgG2b, and IgG3, with IgG2c being the equivalent of IgG2a in some mouse strains [42]. In primary cultures of microglia prepared from C57BL/6J mice, Stat1 was phosphorylated by IgG2a and IgG2b stimulation (Fig. 4A). Furthermore, the Stat1 protein was phosphorylated only by stimulating the Fc (constant) region of IgG2a, IgG2b, and IgG3 (Fig. 4B). Flow cytometry results showed that the binding activity of IgG2a was higher than that of IgG2b (Fig. 4C). Immunocytochemistry also revealed the binding of IgG2a and IgG2b to primary cultured microglia (Fig. 4D).

**Fig. 4:**
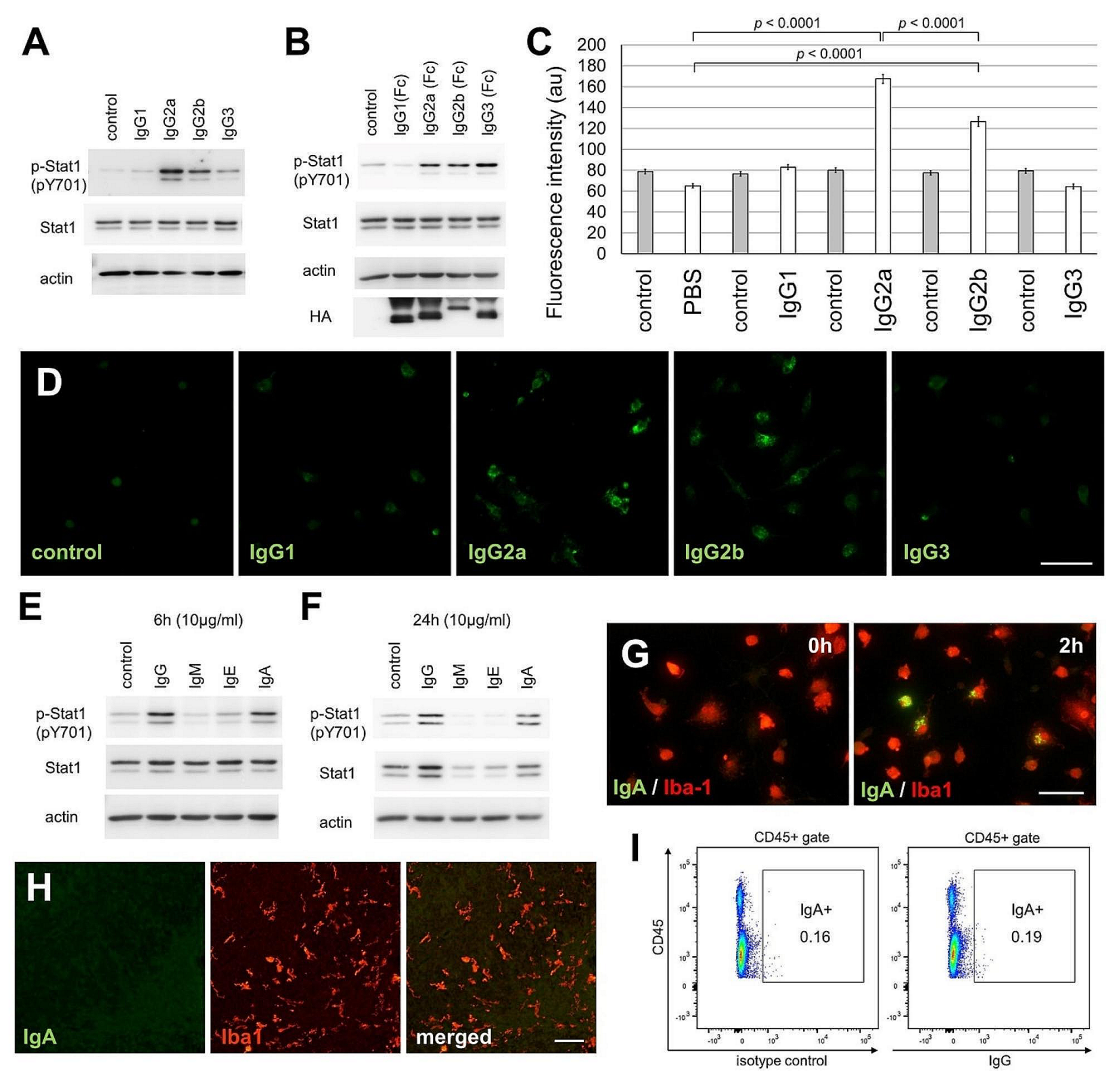
Differences in the IgG subclass and immunoglobulin class for Stat1 phosphorylation. (**A**) Immunoblot analysis of primary cultures of IgG-stimulated microglia. Whole-cell extracts of microglia stimulated with 20 µg/ml mouse IgG for 4 h were analyzed. (**B**) Whole-cell extracts of microglia stimulated with mouse IgG Fc secreted from COS7 cells for 4 h were analyzed (see Materials and Methods). (**C**) Flow cytometry quantification of IgG subclass immunosignals in microglia is indicated using fluorescence intensity. Primary microglia culture were incubated for 2 h with Mouse IgG1, IgG2a, IgG2b, and IgG3 (20 µg/ml) [IgG3 (*n* = 369); others (*n* = 494)]. A two-way analysis of variance revealed a significant effect of IgG stimulation (*p* < 0.0001) and IgG subclass (*p* < 0.0001). The *p*-values from Fisher’s partial least significant difference (PLSD) post hoc tests are indicated. (**D**) Primary cultured microglia were immunolabeled with anti-mouse IgG antibody (green). Mouse IgG1, IgG2a, IgG2b, and IgG3 (20 µg/ml) were added to the culture media of primary cultured microglia 2 h before fixation. Scale bar, 40 μm. (**E, F**) Immunoblot analysis of primary cultures of microglia stimulated with immunoglobulin. Whole-cell extracts of microglia stimulated for 6 h (**E**) and 24 h (**F**) with 10 µg/ml mouse IgG, IgM, IgE, and IgA (monomer) were analyzed. (**G**) Primary cultured microglia were immunolabeled with anti-mouse IgA (green) and anti-Iba1 (red) antibodies. Images were capture before IgA addition and 2 h after the addition of 10 µg/ml IgA to the culture media. Scale bar, 40 μm. (**H**) Sagittal sections of C57BL/6J mice corpus callosum at P8 were immunolabeled with anti-IgA (green) and anti-Iba1 (red) antibodies. Scale bars, 50 μm. (**I**) Flow cytometry data showing staining of all CD45-positive cells, including microglia, with anti-CD45 and anti-mouse IgA antibodies or an isotype control at P8 after fixation and permeabilization

When the classes of immunoglobulins other than IgG, IgM, IgE, and IgA were examined, stimulation with monomeric IgA also phosphorylated Stat1 (Fig. 4E and F). When IgA was added to the culture media, IgA binding was observed in a few microglia (Fig. 4G). However, IgA immunoreactivity was not observed in the brains of infant mice (Fig. 4H). Furthermore, IgA immunoreactivity was not observed in all CD45-positive cells, including microglia, in the infant mouse brain using flow cytometry (Fig. 4I).

A study reported that some mouse strains show IgG immunoreactivity in epithelial cells and microglia, whereas others, such as CBA/J and CBA/N mice [43], do not show IgG immunoreactivity. However, IgG immunoreactivity was observed in the brains of CBA/N mice (Fig. S6A). Upon stimulation with IgG, Stat1 was phosphorylated in primary cultured microglia prepared from CBA/N mice (Fig. S6B). Moreover, both the Syk and Stat1 proteins were phosphorylated by stimulation with human IgG in the human microglial HMC3 cell line (Fig. S6C).

### Effects of lack of maternal IgG transfer on offspring brain development

IFN-I plays a protective role in neuronal homeostasis, and a lack of IFN-I signaling causes neurodegeneration [44, 45]. To investigate the effects of maternal IgG on infant brain development, we utilized genetically engineered FcRn KO mice. Maternal IgG is transferred from maternal serum into the offspring by FcRn present on placenta and infant intestine [35]. FcRn is primarily expressed in endothelial cells and is also expressed in the respiratory tract upper airway and genitourinary system, and it is mainly involved in the turnover of IgG [35, 46]. Further, FcRn-related brain abnormalities are not found in FcRn KO mice [35, 46]. We compared neonatal brains in offsprings of wild-type (WT; offsprings that received maternal IgG) and FcRn KO mice (offsprings that did not receive maternal IgG). IgG immunoreactivity was observed in the microglia of the corpus callosum of WT mouse brains born from FcRn heterozygote mothers (Fig. 5A) and cerebellar white matter (Fig. 5C). Similarly, the BAMs in the pia mater (Fig. 5E) and choroid plexus (Fig. 5G) also showed IgG immunoreactivity. In the FcRn KO mouse brain, IgG immunoreactivity in these microglia (Fig. 5B and D) and BAMs (Fig. 5F and H) were not observed. The percentage of FcRn KO microglia that showed IgG immunoreactivity was lower than that of WT microglia (Fig. 5I and J).

**Fig. 5:**
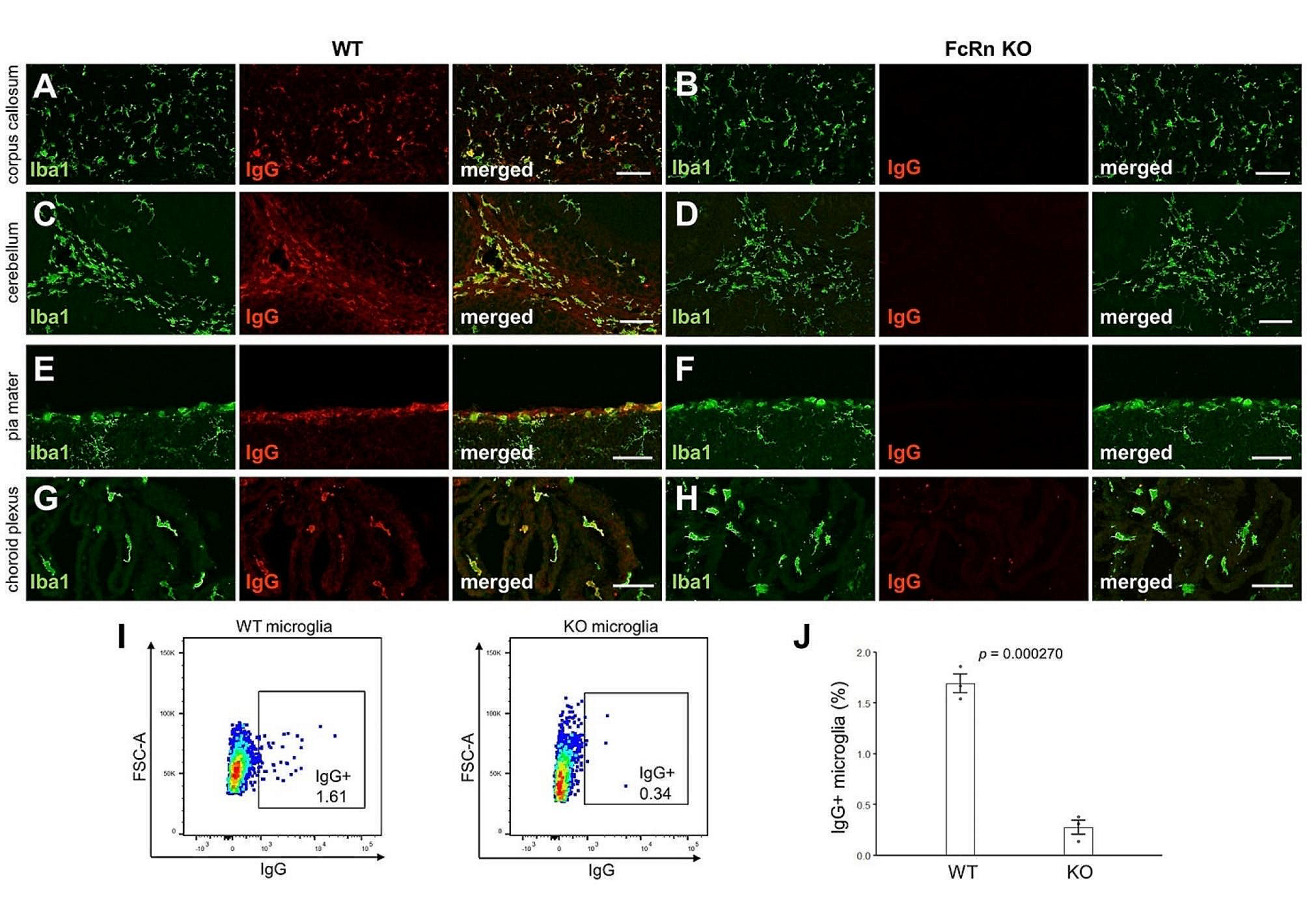
Decreased IgG immunoreactivity in neonatal Fc receptor knockout mice. (**A–D**) Sagittal sections of WT (**A, C**) and FcRn KO (**B, D**) corpus callosum (**A, B**) and cerebellar white matter (**C, D**) at P8 were immunolabeled with an anti-Iba1 (green) and anti-mouse IgG (red) antibodies. Scale bars, 50 μm. (**E–H**) Sagittal sections of WT (**E, G**) and FcRn KO (**F, H**) pia mater (**E, F**) and choroid plexus (**G, H**) at P8 were immunolabeled with an anti-Iba1 antibody (green) and anti-mouse IgG antibody (red). Scale bars, 50 μm. (**I**) Representative flow cytometry plots of P8 microglia stained with anti-mouse IgG antibodies after fixation and permeabilization. (**J**) Flow cytometry quantification of the percentage of P8 microglia stained with anti-mouse IgG after fixation and permeabilization (*n* = 3 for each genotype). The *p*-values from Student’s *t*-test are indicated

No significant changes in the appearance of FcRn KO mice were observed, and no differences in body weight (Fig. 6A) or wet weight of the telencephalon (Fig. 6B) and cerebellum (Fig. 6C) were observed. However, the density of the microglia in the FcRn KO neocortex decreased only at P8 compared with that in the WT neocortex (Fig. 6D and E). The density of oligodendrocytes in the FcRn KO corpus callosum was significantly decreased at P6 and P8 compared with that in the WT corpus callosum (Fig. 6F and G).

**Fig. 6:**
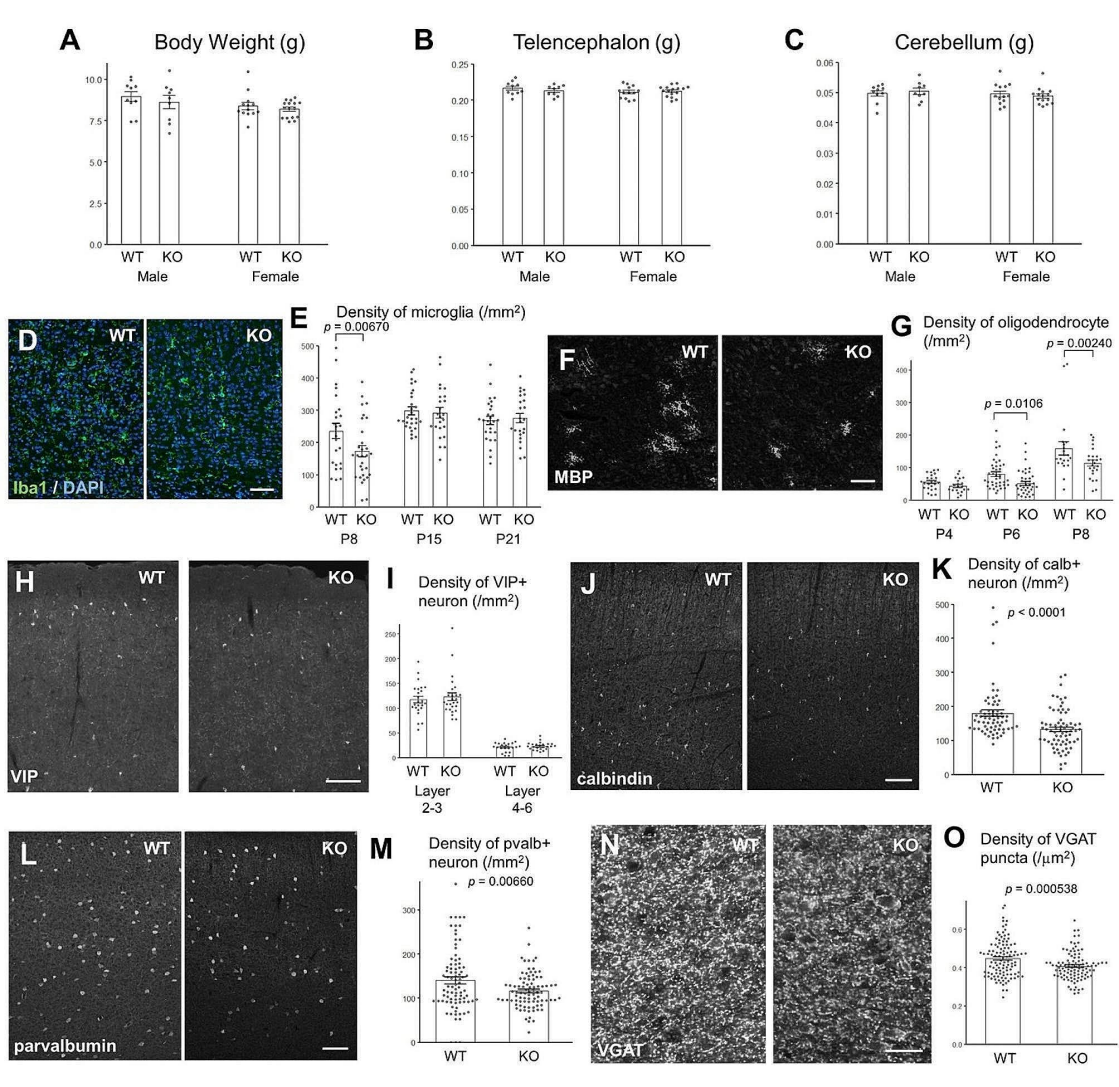
Decreased density of microglia, oligodendrocytes, and neurons in neonatal Fc receptor knockout mice. Body weight (**A**) and wet weight of the telencephalon (**B**) and cerebellum (**C**) at P21 (*n* = 10 WT males; *n* = 10 KO males; *n* = 13 WT females; *n* = 15 KO females). (**D**) Sagittal sections of WT and FcRn KO neocortices at P8, immunolabeled with an anti-Iba1 antibody (green) and 4′,6-diamidino-2-phenylindole (DAPI, blue). Scale bar, 50 μm. (**E**) Density of cells positive for both Iba1 and DAPI in the neocortex [6–8 images were taken per animal; P8 WT (*n* = 24); P8 KO (*n* = 30); P15 WT (*n* = 28); P15 KO (*n* = 24); P21 WT (*n* = 27); P21 KO (*n* = 24)]. A two-way analysis of variance revealed a significant effect of genotype (*p* = 0.0363) and stage (*p* < 0.0001). The *p*-values from Fisher’s PLSD post hoc tests are indicated. (**F**) Sagittal sections of WT and FcRn KO corpus callosum at P6 immunolabeled with an anti-myelin basic protein (MBP) antibody. Scale bar, 50 μm. (**G**) Density of cells positive for MBP (P4 and P6) or myelin-associated glycoprotein (MAG) (P8) in the corpus callosum [Five to eleven images were taken per animal; P4 WT (*n* = 24); P4 KO (*n* = 21); P6 WT (*n* = 41); P6 KO (*n* = 41); P8 WT (*n* = 21); P8 KO (*n* = 25)]. A two-way analysis of variance revealed a significant effect of genotype (*p* = 0.00108) and stage (*p* < 0.0001). The *p*-values from Fisher’s PLSD post hoc tests are indicated. (**H**) Sagittal sections of WT and FcRn KO retrosplenial cortices (RSC) at P21 immunolabeled with an anti-vasoactive intestinal peptide (VIP) antibody. Scale bar, 100 μm. (**I**) Densities of cells positive for VIP in layers 2/3 and layers 4–6 of the RSC [5–7 images were taken per animal; WT layers 2/3 (*n* = 24); KO layers 2/3 (*n* = 26); WT layers 4–6 (*n* = 22); KO layers 4–6 (*n* = 25)]. (**J**) Sagittal sections of WT and FcRn KO RSC at P21 immunolabeled with an anti-calbindin antibody. Scale bar, 100 μm. (**K**) Density of calbindin-positive cells in layer 5 of the RSC [15–19 images were taken per animal; WT (*n* = 66), KO (*n* = 72)]. The *p*-values from Student’s *t*-test are indicated. (**L**) Sagittal sections of WT and FcRn KO RSC at P21, immunolabeled with an anti-parvalbumin (pvalb) antibody. Scale bar, 100 μm. (**M**) Density of cells positive for pvalb in layers 2–6 of the RSC [20–24 images were taken per animal; WT (*n* = 85); KO (*n* = 88)]. The *p*-values from Student’s *t*-test are indicated. (**N**) Sagittal sections of WT and FcRn KO RSC at P21 immunolabeled with an anti-VGAT antibody. Scale bar, 20 μm. (**O**) Density of puncta positive for VGAT in layers 5–6 of the RSC [20–33 images were taken per animal; WT (*n* = 110); KO (*n* = 100)]. The *p*-values from Student’s *t*-test are indicated

Microglia in the corpus callosum showed strong IgG binding activity (Fig. 1A). Because retrosplenial cortex (RSC) is the caudal subdivision of the strip of cortex around the corpus callosum, we immunohistochemically analyzed neurons in the RSC. Rodent studies consistently indicate that the RSC plays a crucial role in learning and navigation, thought to be orchestrated in collaboration with various thalamic and hippocampal systems [47, 48]. Moreover, ketamine treatment increases neural activity in the RSC and decreases social behaviors in mice [49]. We found that the density of vasoactive intestinal peptide (VIP)-positive interneurons did not differ among the cortical areas examined at P21 (Fig. 6H and I). In contrast, at P21, the density of calbindin- (Fig. 6J and K) and parvalbumin- positive interneurons (Fig. 6L and M) in RSC region of FcRn KO mouse brain was significantly decreased compared with that in RSC region of WT mouse brain. The density of the vesicular γ-Aminobutyric acid (GABA) transporter (VGAT), a marker of inhibitory synapses, also decreased in RSC region of FcRn KO mouse brain, at P21 (Fig. 6N and O). These changes were persistent at postnatal age of 4 months. In 4 month old mice, we found similar decreases in parvalbumin- and calbindin- positive interneurons, and VGAT puncta in RSC region of FcRn KO mice brain (Fig. S7).

CD200 (OX2) is mainly expressed in central nervous system (CNS) neurons [50]. However, because it is also expressed in lymphocytes and endothelial cells [50], we investigated neural apoptosis using flow cytometry in the CD200+/CD45−/CD31− population. Because neurons and oligodendrocytes are intricately intertwined, cells are easily destroyed during the process of isolation for flow cytometric analysis. Therefore, only early apoptotic cells (7-AAD-negative and annexin V-positive cells) were quantified after gating out cell debris. The results showed that the density of apoptotic neurons and oligodendrocytes was higher in the FcRn KO infant brain than in the WT brain (Fig. 7A and B, and 7C). In contrast, no difference in the percentage of apoptotic microglia was observed between the control and FcRn KO brains (Fig. 7C). The immunohistochemistry results showed that the percentage of apoptotic GAD67-positive interneurons in the FcRn KO neocortex was higher than that in the WT neocortex (Fig. 7D and E, and 7F). Similarly, the percentage of apoptotic oligodendrocytes in the FcRn KO corpus callosum was higher than that in the WT corpus callosum (Fig. 7G and H, and 7I). In contrast, the density of Ki67-positive proliferating microglia in the WT corpus callosum was higher than that in the FcRn KO corpus callosum (Fig. 7J and K, and 7L).

**Fig. 7:**
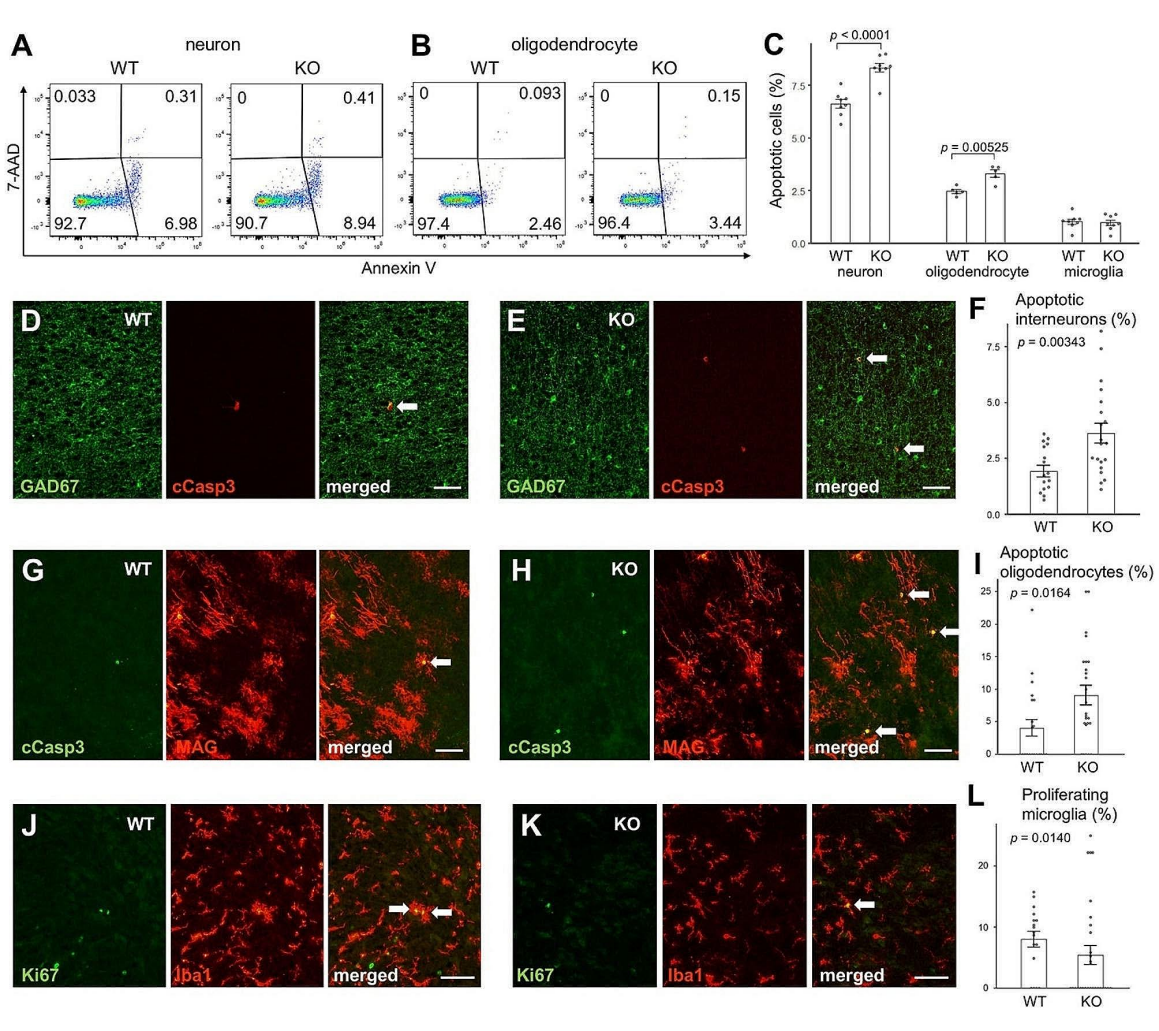
Increased apoptotic neurons and oligodendrocytes and decreased proliferative microglia in neonatal Fc receptor knockout brain. (**A, B**) Apoptotic neurons (CD200+/CD45−/CD31− cells) (**A**) and O4-positive oligodendrocytes (**B**) at P12. (**C**) The percentage of early apoptotic (annexin+/7-AAD−) neurons, oligodendrocytes, and microglia at P12. Cell debris was eliminated by initial gating, and 7-AAD-positive cells were excluded because neurons and oligodendrocytes are easily damaged during the process of isolation from the brain. WT neuron (*n* = 8); KO neuron (*n* = 8); WT oligodendrocyte (*n* = 5); KO oligodendrocyte (*n* = 5); WT microglia (*n* = 8); KO microglia (*n* = 8). A two-way analysis of variance revealed a significant effect of genotype (*p* < 0.0001) and stage (*p* < 0.0001). The *p*-values from Fisher’s PLSD post hoc tests are indicated. (**D, E**) Sagittal sections of WT (**D**) and FcRn KO (**E**) RSC at P8 immunolabeled with anti-GAD67 (green) and anti-cleaved caspase3 (red) antibodies. White arrows point to the double-positive cells. Scale bar, 50 μm. (**F**) The percentage of apoptotic cells in GAD67-positive interneurons in the P8 RSC [4–5 images were taken per animal; WT (*n* = 17); KO (*n* = 20)]. The *p*-values from Student’s *t*-test are indicated. (**G, H**) Sagittal sections of WT (**G**) and FcRn KO (**H**) corpus callosum at P8 immunolabeled with anti-cleaved caspase3 (green) and anti-MAG (red) antibodies. White arrows point to the double-positive cells. Scale bar, 50 μm. (**I**) Percentage of apoptotic cells in MAG-positive oligodendrocytes in the P8 corpus callosum [5–7 images were taken per animal; WT (*n* = 21); KO (*n* = 25)]. The *p*-values from Student’s *t*-test are indicated. (**J, K**) Sagittal sections of the WT (**J**) and FcRn KO (**K**) corpus callosum at P8 immunolabeled with anti-Ki67 (green) and anti-Iba1 (red) antibodies. White arrows point to the double-positive cells. Scale bar, 50 μm. (**L**) The percentage of Ki67-positive proliferating cells in microglia in the P8 corpus callosum [5–7 images were taken per animal; WT (*n* = 23), KO (*n* = 26)]. The *p*-values from Student’s *t*-test are indicated

### Behavioral phenotypes of FcRn KO offspring

To examine the effects of maternal IgG on brain development in offsprings, a comprehensive behavioral analysis of FcRn KO mice was performed. No significant differences in body temperature, grip strength, latency to fall off the wire grid, motor function assessed using the rotarod test, or pain sensitivity examined using the hot plate test were observed between WT and FcRn KO mice (Fig. S8).

The locomotor activity of FcRn KO mice was evaluated using the open field test. No significant differences in the total distance traveled, vertical activity, time spent in the center area, or stereotypic behaviors were observed between the genotypes (Fig. 8A). In the novel environment open field social interaction test, FcRn KO mice exhibited a significant increase in the total duration of contact (Fig. 8B). The mean duration per contact was also significantly increased in FcRn KO mice (Fig. 8B). The mice were also subjected to Crawley’s sociability and social novelty preference test, which comprises a sociability test and a social novelty preference test. In the sociability test, social behavior is assessed based on the time spent around a wire cage with an unfamiliar mouse (stranger side) *versus* the time spent around an empty cage (empty side). Both WT and FcRn KO mice spent more time around the stranger-side cage than around the empty-side cage, and no difference in the time spent around the stranger side was observed between the genotypes (Fig. 8C). In the social novelty preference test, FcRn KO mice stayed longer around the stranger side of the cage than WT mice; however, the difference was statistically insignificant (*p* = 0.0721) (Fig. 8D). Figure 8E shows that FcRn KO mice exhibited less locomotor activity than WT mice during the night in the home cage, which was different from that in the open field (Fig. 8A).

**Fig. 8:**
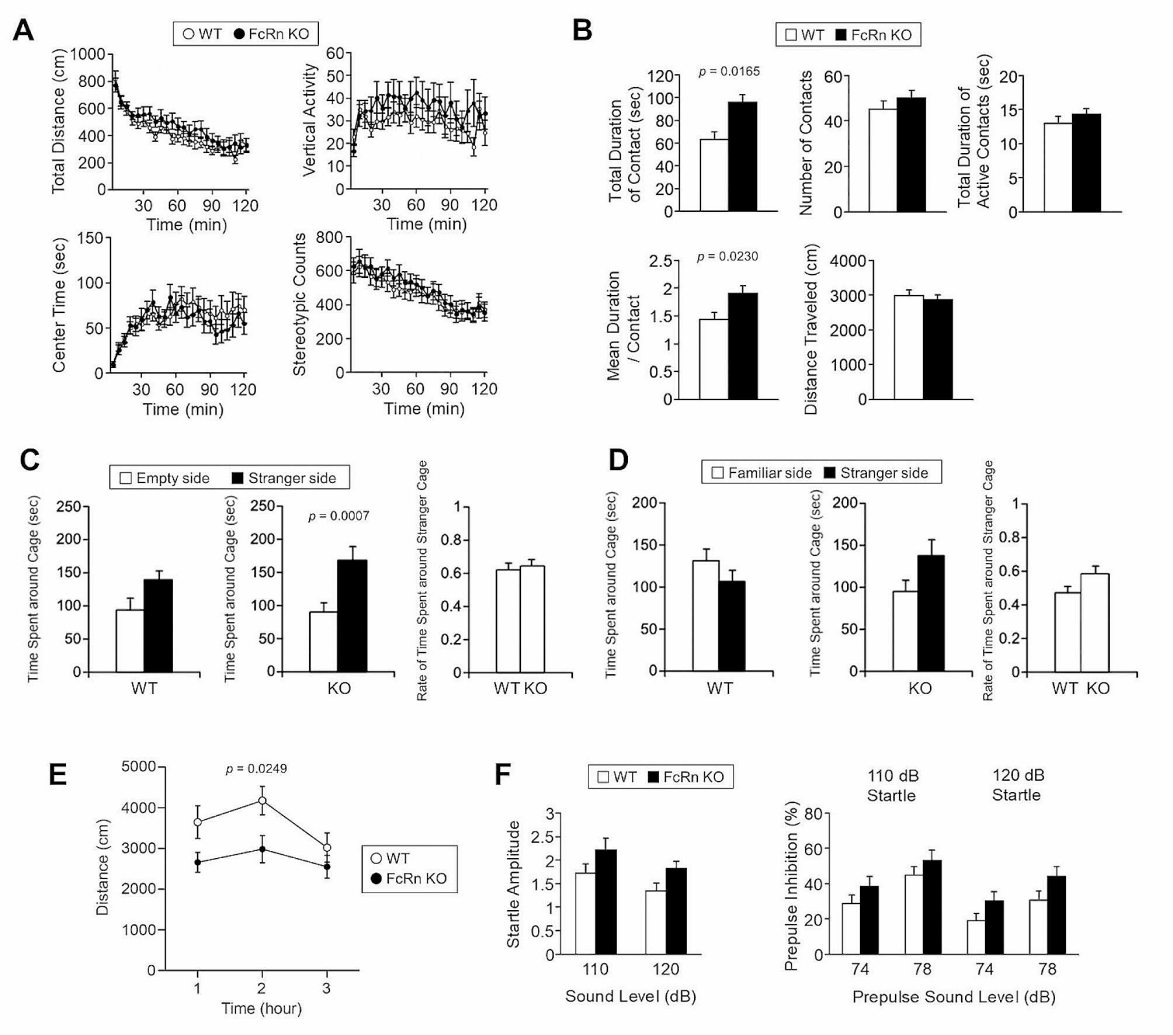
Abnormal behavioral phenotypes of neonatal Fc receptor knockout mice. (**A**) Total distance traveled, vertical activity, time spent in the center area, and stereotypical behavior counts for WT (open circles, *n* = 20) and FcRn KO mice (closed circles, *n* = 20) are represented.(**B**) Social interaction test in novel environments, total duration of contacts, number of contacts, total duration of active contacts, mean duration per contact, and total distance traveled by WT (open columns, *n* = 10 pairs) and FcRn KO mice (closed columns, *n* = 10 pairs) are presented. The *p*-values indicate the genotype effects in one-way ANOVA. (**C, D**) Crawley’s sociability and social novelty preference test. Time spent around the cage and the rate of time spent around the stranger cage in the sociability (**C**) and social novelty preference (**D**) tests [WT (*n* = 20); KO (*n* = 20)]. The *p*-values indicate the genotype effects in one-way ANOVA. (**E**) Home-cage locomotor activity of WT (open circles, *n* = 17) and FcRn KO mice (closed circles, *n* = 19). The *p*-values indicate genotype effects in the two-way repeated-measures ANOVA. (**F**) Startle amplitude and percent of pre-pulse inhibition in WT (open columns, *n* = 20) and FcRn KO mice (closed columns, *n* = 20)

Pre-pulse startle inhibition is an operational measure of sensorimotor gating; it is often impaired in patients with schizophrenia [51]. Acoustic startle responses were similar in WT and FcRn KO mice (Fig. 8F). Although the percentage of prepulse inhibition was higher in FcRn KO mice than in WT mice at 120 dB, the difference did not reach statistical significance (*p* = 0.0812) (Fig. 8F).

## Discussion

Here, we showed that maternal IgG immunoreactivity is observed in the offspring brain microglial cells, peaking at P8 (Fig. 1). IgG stimulation of primary cultured microglia activated the IFN-I feedback loop by Syk (Figs. 2 and 3). IgG2a and IgG2b were found to exhibit these activities in the Fc region alone (Fig. 4). Analysis of FcRn KO mice showed that the density of microglia was decreased only in the infant brain (Fig. 6D), whereas the number of calbindin- and parvalbumin-positive interneurons decreased in later developmental stages (Fig. 6 and S7). FcRn KO mice also exhibited abnormalities in social behavior and locomotor activity in their home cages (Fig. 8). This study suggests that maternal IgG affects brain development in offspring.

Parvalbumin cells have been suggested to be associated with sociability [52, 53]. Mice with reduced (parvalbumin+/−) or absent (parvalbumin−/−) parvalbumin expression levels show behavioral deficits related to human autism spectrum disorder core symptoms [54]. Moreover, dysfunction in parvalbumin cells has been observed in various mouse models of autism [55–59]. Interestingly, the number of parvalbumin-expressing interneurons is decreased in the prefrontal cortex of patients with autism [60]. Moreover, stimulating parvalbumin cells has been shown to be sufficient to improve social behavior [56, 61]. FcRn KO mice showed a decreased density of parvalbumin-positive interneurons (Fig. 6L and M, S7E, and S7F) and increased duration of contact during the social interaction test (Fig. 8B). However, it is difficult to conclude that the absence of IgG from the mother improves sociability because some cases in which autism mouse models exhibit behavior similar to that of FcRn KO mice have been reported. Shank2 KO mice show increased social interactions following isolation [62]. Mice with heterozygous Chd8 mutations exhibit prolonged social interaction duration in tests [63]. Mice lacking intergenic Dlx enhancers also show increased social interaction [64]. These reports suggest that the increased duration of interaction in the social interaction test is a social behavior impairment. On the other hand, an increased duration of contact is generally considered an increase in sociability. Is it better for the offspring’s brain if there is no IgG transfer from the mother to the infant? Epidemiological studies have shown an association between maternal infection and a child’s subsequent risk of autism and schizophrenia [65, 66]. Analyses of maternal immune activation (MIA) mouse models have shown that maternal interleukin (IL)-17a promotes autistic behavior in pups [67]. In MIA mouse models, it is probable that increased maternal IgG is transferred to pups. The effect of abnormally increased IgG levels in the maternal blood on the social behavior of offspring should also be elucidated in the future.

The binding of IgG to neurons [68], oligodendrocytes [69], and microglia [43] has been previously reported. Nakahara et al. reported IgG immunoreactivity in oligodendrocytes [69] in the infant mouse brain. In contrast, Hazama et al. demonstrated IgG immunoreactivity in microglia and neurons in the adult mouse brain [43]. In this report, no IgG immunoreactivity was observed in cell types other than the microglia (Fig. 1). Hazama et al. also reported species differences in IgG immunoreactivity in the brains of various rodents and no IgG immunoreactivity in CBA/N and CBA/J mice [43]. In contrast, we observed IgG immunoreactivity in the brains of infant CBA/N mice (Fig. S6A). Moreover, upon stimulation with IgG, Stat1 was phosphorylated in primary cultured microglia prepared from CBA/N mice (Fig. S6B) and the human microglial HMC3 cell line (Fig. S6C). When observing IgG immunoreactivity using immunohistochemistry, “diffusion artifacts” can cause false-positive results [70, 71]. The diffusion of components is usually caused by the translocation of serum proteins, such as immunoglobulins, from the extracellular matrix into the cytoplasm of some cells because ischemia during the preparation of tissue specimens is assumed to quickly change cell membrane permeability in animal organs. Therefore, we examined IgG immunoreactivity using flow cytometry and Stat1 phosphorylation by IgG stimulation and confirmed that IgG immunoreactivity in the microglia was not an artifact.

We performed a detailed analysis of the effects of IgG in breast milk on the neonatal brain using immunohistochemistry, flow cytometry and behavioral analyses. No reports have shown the behavioral phenotypes of FcRn KO mice or the immunohistochemical phenotypes of FcRn KO brains. On the other hand, knockout of the γ-chain subunit decreases the number of myelin-associated glycoprotein (MAG)-positive oligodendrocytes in the brain of infant mice [69], which is similar to our results (Fig. 6G). It has also been reported that knockout of the γ-chain subunit reduces hippocampal pyramidal cell death induced by kainic acid [72]. IgG Fc receptors have three classes: FcγRI, FcγRII, and FcγRIII [73]. The γ-chain is a subunit of FcγRI and FcγRIII. γ-chains are also a shared subunit of FcεRI [73]. The differences in the deleted classes should be carefully analyzed in the future to determine what phenotypic differences may result from the differences.

How does maternal IgG reach the brains of pups? In the postnatal mouse brain, the blood–brain barrier (BBB) is considered complete [74]. However, not all CNS vascularities possess a BBB; exceptions include the pineal gland, neurohypophysis, area postrema, subfornical organ, median eminence, and vascular organ of the lamina terminalis [74]. These regions are referred to as circumventricular organs and permit the diffusion of blood-borne molecules [75]. On the other hand, incidental intracranial hemorrhages are relatively common among human infants born by vaginal delivery [76]. Although whether this phenomenon occurs in mice is unclear, it is thought to be one of the candidate pathways through which IgG migrates to the brain. It is also possible that FcRn transports IgG across blood–brain barrier (BBB). However, the research on this is not settled. Intracranially applied antibody is exported to the blood across the BBB by FcRn-mediated transcytosis [77, 78]. In contrast, studies using the systemic application of antibodies suggest that FcRn is irrelevant for brain-to-blood export [79–82]. Further, a substantial antibody deposition in brain was observed upon the systemic administration of a modified human IgG1 FcRn-high-binding variant [83]. Furthermore, this effect was abolished in FcRn KO mice and when the unmodified human IgG1 antibody was used. These findings suggest that when excess IgG is administered to the brain, IgG is exported from the brain in an FcRn-dependent manner, but otherwise, FcRn may be involved in bidirectional transport across the brain-blood barrier in all other conditions. In future, we will determine whether FcRn is involved in the bidirectional transport of IgG across BBB by using FcRn conditional KO mice.

During postnatal development, microglia contribute to the survival of neocortical neurons by releasing IGF-1 as a trophic factor [12]. IGF-1 also directly acts on oligodendrocytes and myelination, as demonstrated in oligodendrocyte lineage-specific KO mice of the IGF-1R [84]. Other factors produced by microglia have also been found to support the health and maturation of oligodendrocyte precursor cells and mature oligodendrocytes in the developing CNS [85]. For example, microglia-derived IGF-2 has been shown to prevent tumor necrosis factor-α-induced apoptosis of oligodendrocytes [86]. However, no difference in the expression of IGF-1 or IGF-2 was observed between the control and IgG-stimulated primary cultured microglia in our study (Fig. 2). 

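In the control and IgG-stimulated libraries of the primary cultured microglia, Igf1 (ENSMUSG00000020053, chromosome 10 of mm10, 87858265 to 87937042) had 656 ± 33.4 and 717 ± 149 CPM (SD, n = 4 each). The log2 fold change was 0.13 (standard error 0.14, adjusted p = 0.802 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igf1 was higher in pairs 1 and 3 (0.34 and 0.39) and lower in pairs 2 and 4 (-0.08 and -0.22), and its change was -0.01 once trends on gene length and GC content were removed, a correction chosen after the data were seen. Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) was near the lower end of detection, with 1.32 ± 0.427 CPM in control and 0.879 ± 0.254 CPM in IgG libraries. Its log2 fold change was -0.58 (standard error 0.32, adjusted p = 0.693 in edgeR), lower in 3 of 4 pairs. Two-sided exact permutation tests of log2 CPM gave p = 0.486 for Igf1 and p = 0.143 for Igf2, where 4 libraries against 4 can reach 0.0286. Adjusted over the list alone, 0 of the 2 genes passed with or without the replicate block, and neither had an unadjusted p-value under 0.05 in edgeR.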

IFN-I also plays a protective role in neuronal homeostasis, and a lack of IFN-β signaling increases the expression of multiple genes annotated as neuronal degeneration and increases neuronal apoptosis [44, 45]. IgG stimulation of primary cultured microglia activated the IFN-I feedback loop (Figs. 2 and 3). The effects of microglia on oligodendrocytes and neurons via IFN-I and/or trophic factors should be examined in detail in future studies.

A phagocytic/activated microglial phenotype, referred to as DAM/ARM/MGnD, has been recognized in mouse models of Alzheimer’s disease (AD) featuring amyloid pathology [87–89]. Single-cell RNA-seq (scRNA-seq) has further resolved DAM/ARM/MGnD complexity, identifying four microglial signatures in amyloid pathology, namely, DAM/ARM/MGnD proper (enriched for ApoE, Clec7a, Cst7, and Lpl), MHC class II microglia (enriched for MHC-II molecules), proliferating microglia, and IFN-I-responsive microglia (enriched for Ifit2, Irf7, Oasl2, and Stat1) [89–91]. In this study, we showed that Syk is upstream of the IFN-I feedback loop (Fig. 3H). Deletion of Syk gene in microglia reduces the proportion of IFN-I-responsive microglia, and DAP12 is an upstream candidate for Syk in the AD brain [92]. Syk may also bind to the IgG receptor FcγR because disruption of the BBB may allow IgG to enter the brain in AD [93]. Whether Syk-mediated activation of the IFN-I feedback loop occurs in the AD brain would be interesting to examine.

Here, we showed that changes in the mother-derived IgG levels affect neonatal brain development. Immune-related molecules, including major histocompatibility complex class I (MHC I), CD3zeta, and IgM, contribute to brain development [94–96]. The effects of immune-related molecules on brain development remains to be comprehensively elucidated.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data of RNA-Seq presented in this manuscript have been deposited in NCBI’s Gene Expression Omnibus and are accessible through the GEO Series accession number GSE248310.

## Abbreviations

AD: Alzheimer’s disease
APC: Allophycocyanin
BAM: Border-associated macrophage
BBB: Blood–brain barrier
DEG: Differentially expressed gene
IFN-I: Type I interferon
IL: Interleukin
ISG: Interferon-stimulated gene
MAG: Myelin-associated glycoprotein
MBP: Myelin basic protein
PE: Phycoerythrin
PerCP: Peridinin chlorophyll protein
PPI: Prepulse inhibition
VGAT: Vesicular γ-Aminobutyric acid (GABA) transporter
VIP: Vasoactive intestinal peptide

# Supplementary material for: Maternal immunoglobulin G affects brain development of mouse offspring
**Source:** J Neuroinflammation. 2024 May 2;21:114. doi: 10.1186/s12974-024-03100-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

**SUPPLEMENTARY INFORMATION**

Maternal Immunoglobulin G Affects Brain Development of Mouse Offsprings

Mizuki Sadakata^1,*^, Kazuki Fujii^2,3,4^, Ryosuke Kaneko^5^, Emi Hosoya^1^, Hisako Sugimoto^1^, Reika Kawabata-Iwakawa^6^, Tetsuhiro Kasamatsu^7^, Shoko Hongo^4^, Yumie Koshidaka^4^, Akinori Takase^8^, Takatoshi Iijima^9^, Keizo Takao^2,3,4^, Tetsushi Sadakata^1,**^

**
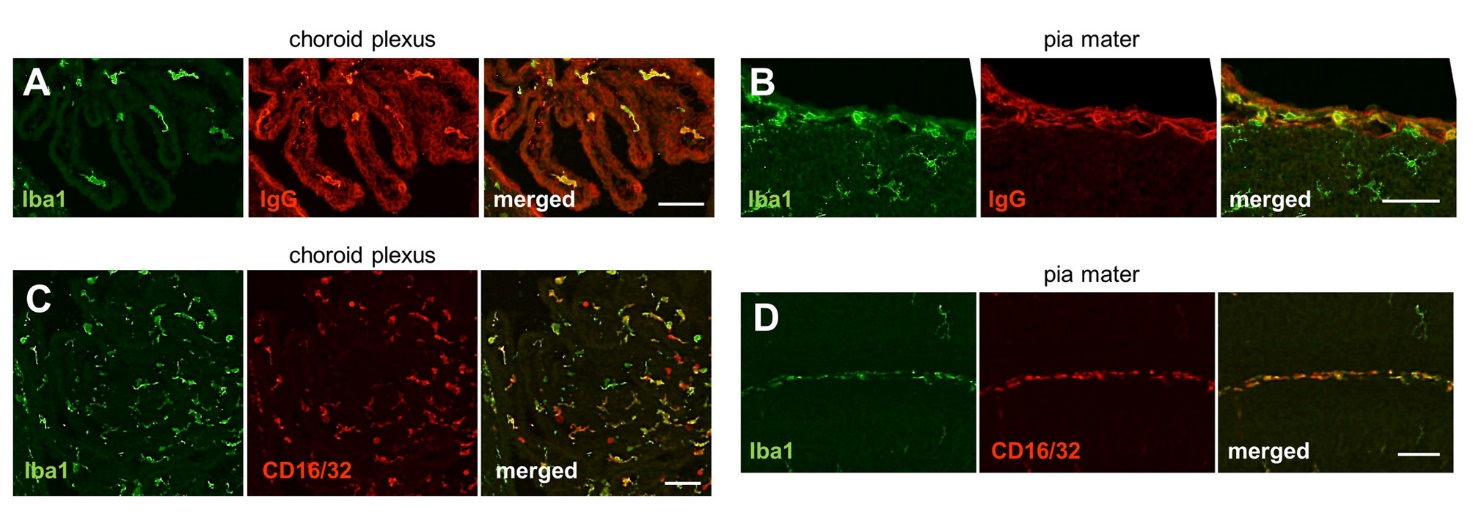
**

**Supplementary Fig. 1. IgG and CD16/32 immunoreactivity in the border-associated macrophages**

**(A, B)** Sagittal sections of choroid plexus (A) and pia mater (B) at P8 were immunolabeled with anti-Iba1 (green) and anti-mouse IgG (red) antibodies. Scale bars, 50 µm. **(C, D)** Sagittal sections of choroid plexus (C) and pia mater (D) at P8 were immunolabeled with anti-Iba1 (green) and anti-CD16/32 IgG (red) antibodies. Scale bars, 50 µm.

**
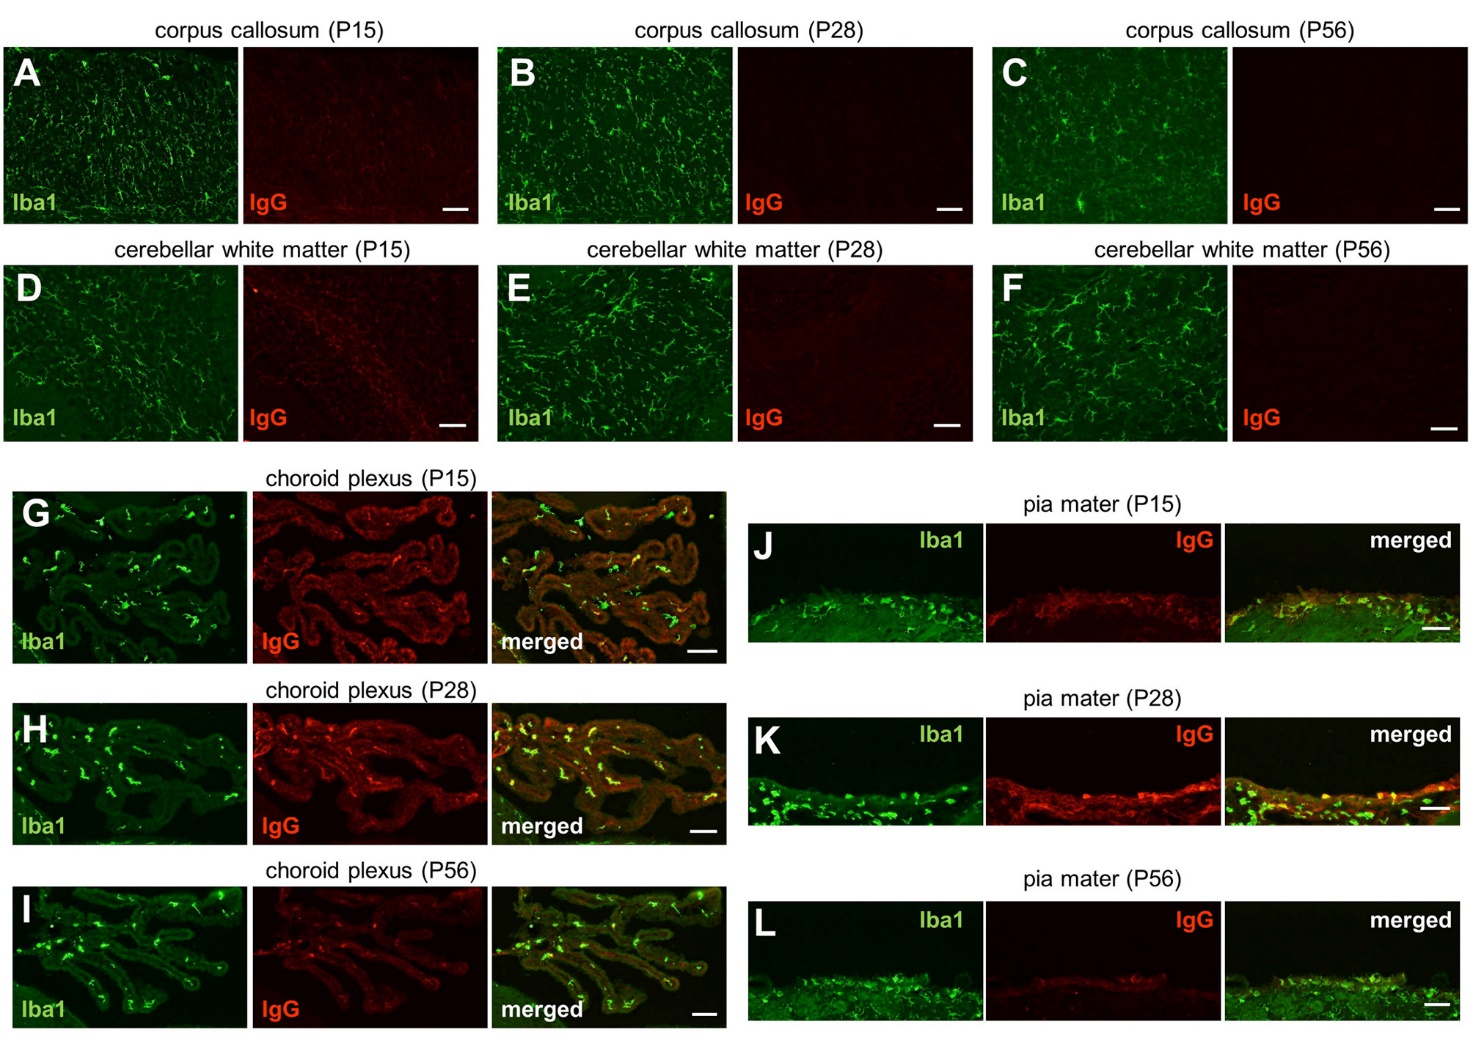
**

**Supplementary Fig. 2. IgG immunoreactivity in microglia and** **border-associated macrophages at P15, P28, and P56**

**(A–F)** Sagittal sections of the corpus callosum (A, B, C) and cerebellar white matter (D, E, F) were immunolabeled with anti-Iba1 (green) and anti-mouse IgG (red) antibodies at P15 (A, D), P28 (B, E), and P56 (C, F). Scale bars, 50 µm. **(G–L)** Sagittal sections of the choroid plexus (G, H, I) and pia mater (J, K, L) were immunolabeled with anti-Iba1 (green) and anti-mouse IgG (red) antibodies at P15 (G, J), P28 (H, K), and P56 (I, L). Scale bars, 50 µm.

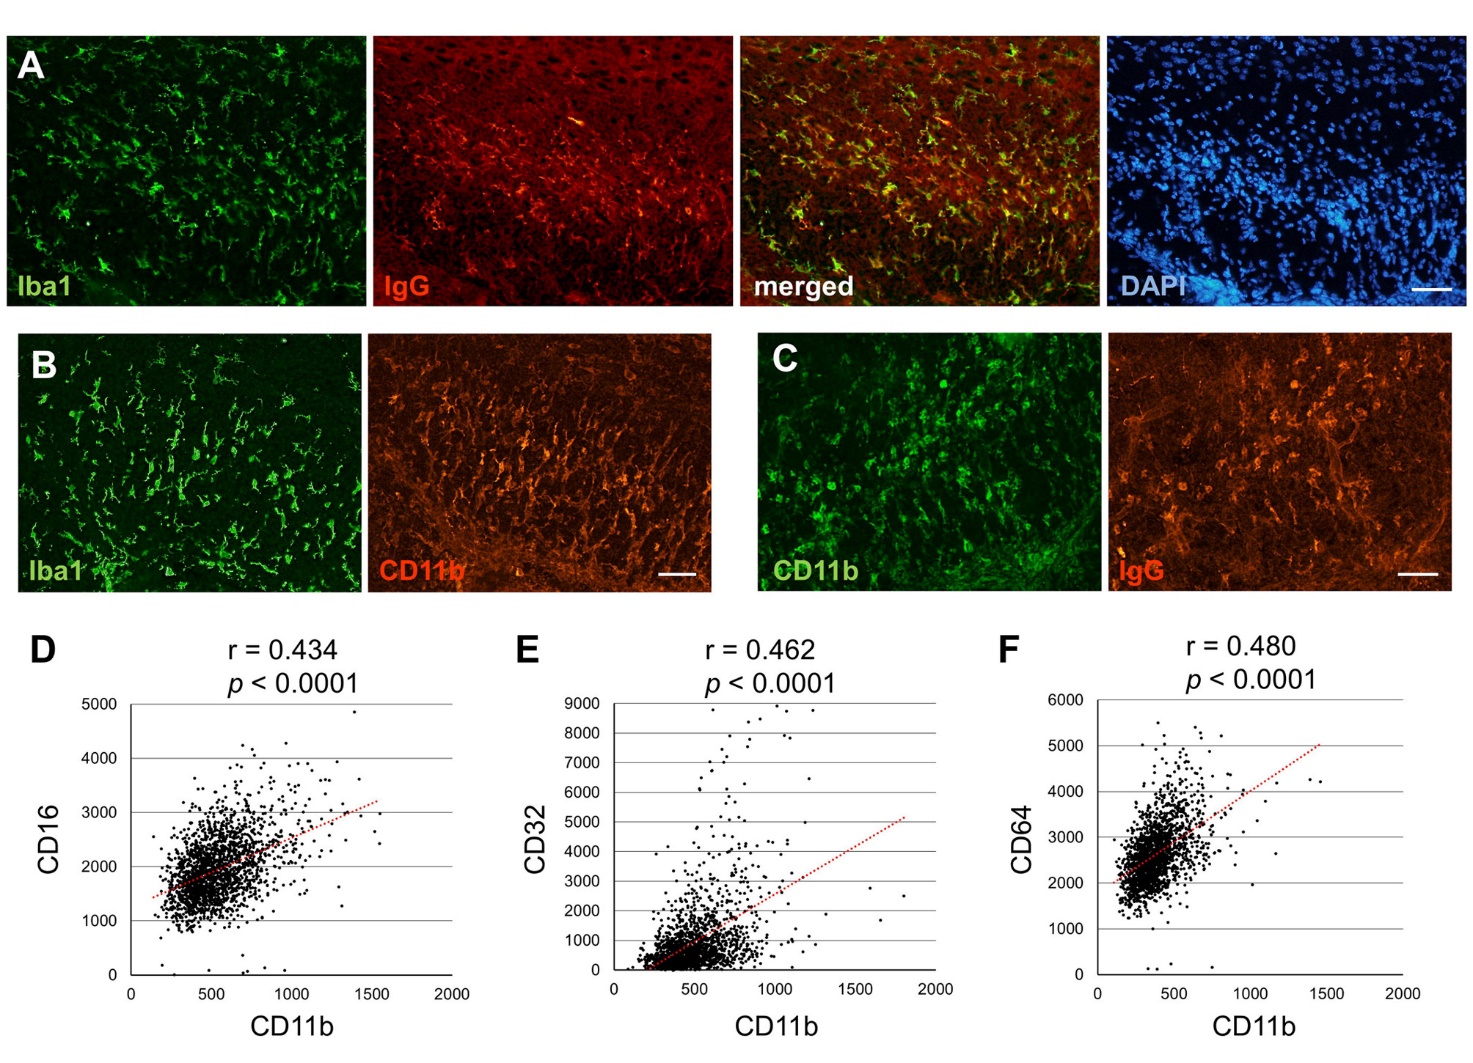

**Supplementary Fig. 3. Heterogeneity of CD11b expression in the microglia**

**(A)** Sagittal sections of the corpus callosum were immunolabeled with anti-Iba1 (green) and anti-mouse IgG (red) antibodies and DAPI (blue) at P8. Scale bars, 50 µm. **(B)** Sagittal sections of the corpus callosum were immunolabeled with anti-Iba1 (green) and anti-CD11b (red) antibodies at P8. Scale bars, 50 µm. **(C)** Sagittal sections of the corpus callosum were immunolabeled with anti-CD11b (green) and anti-mouse IgG (red) antibodies at P8. Scale bars, 50 µm. **(D–F)** Correlation between per microglia fluorescence intensity of CD11b and CD16 (D), CD32 (E), and CD64 (F) in the P8 mouse brain [CD16 (*n* = 1912); CD32 (*n* = 1779); CD64 (*n* = 1826)]. r = Spearman correlation coefficient.

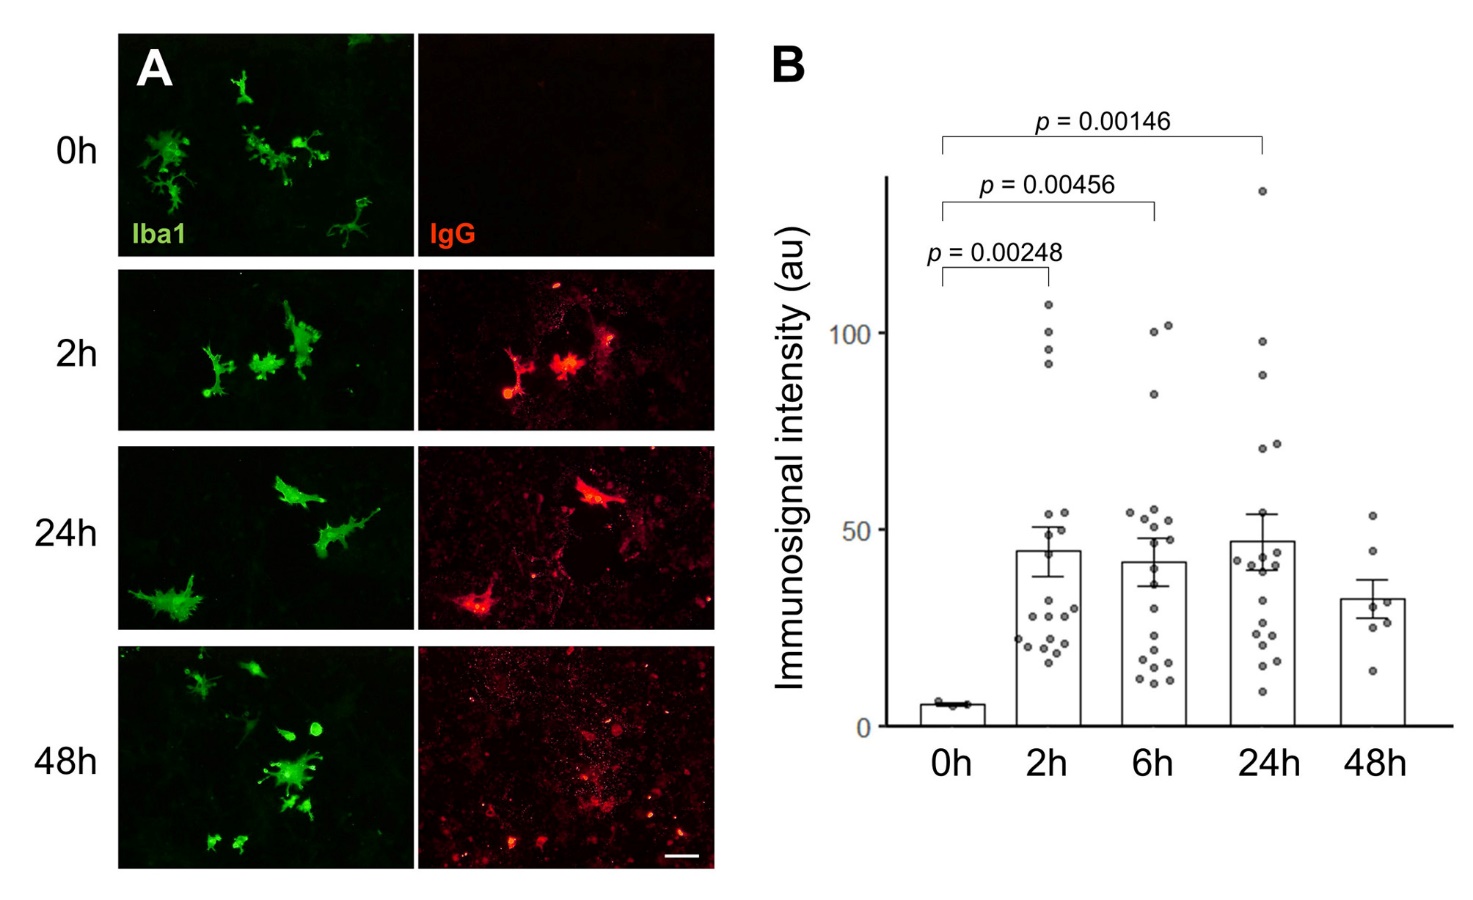

**Supplementary Fig. 4. IgG immunoreactivity of microglia after treatment of IgG**

**(A)** Primary cultured microglia treated with and without IgG were immunolabeled with anti-Iba1 (green) and anti-mouse IgG (red) antibodies. The first panel (0h) represents the immunoreactivity before the addition of IgG, and the lower three panels represent the immunoreactivity 2 h, 24 h, and 48 h after the addition of 10 µg/ml IgG to the culture media. Scale bars, 50 µm. **(B)** IgG immunoreactivity was measured as fluorescence intensity in arbitrary units (au) before adding IgG and 2 h, 6 h, 24 h, and 48 h after the addition of 10 µg/ml IgG to the culture media [0 h (*n* = 3); 2 h (*n* = 21); 6 h (*n* = 21); 24 h (*n* = 20); 48 h (*n* = 7)]. One-way analysis of variance showed a significant difference (*p* = 0.0148). The *p*-values from Fisher’s PLSD post hoc tests are indicated.

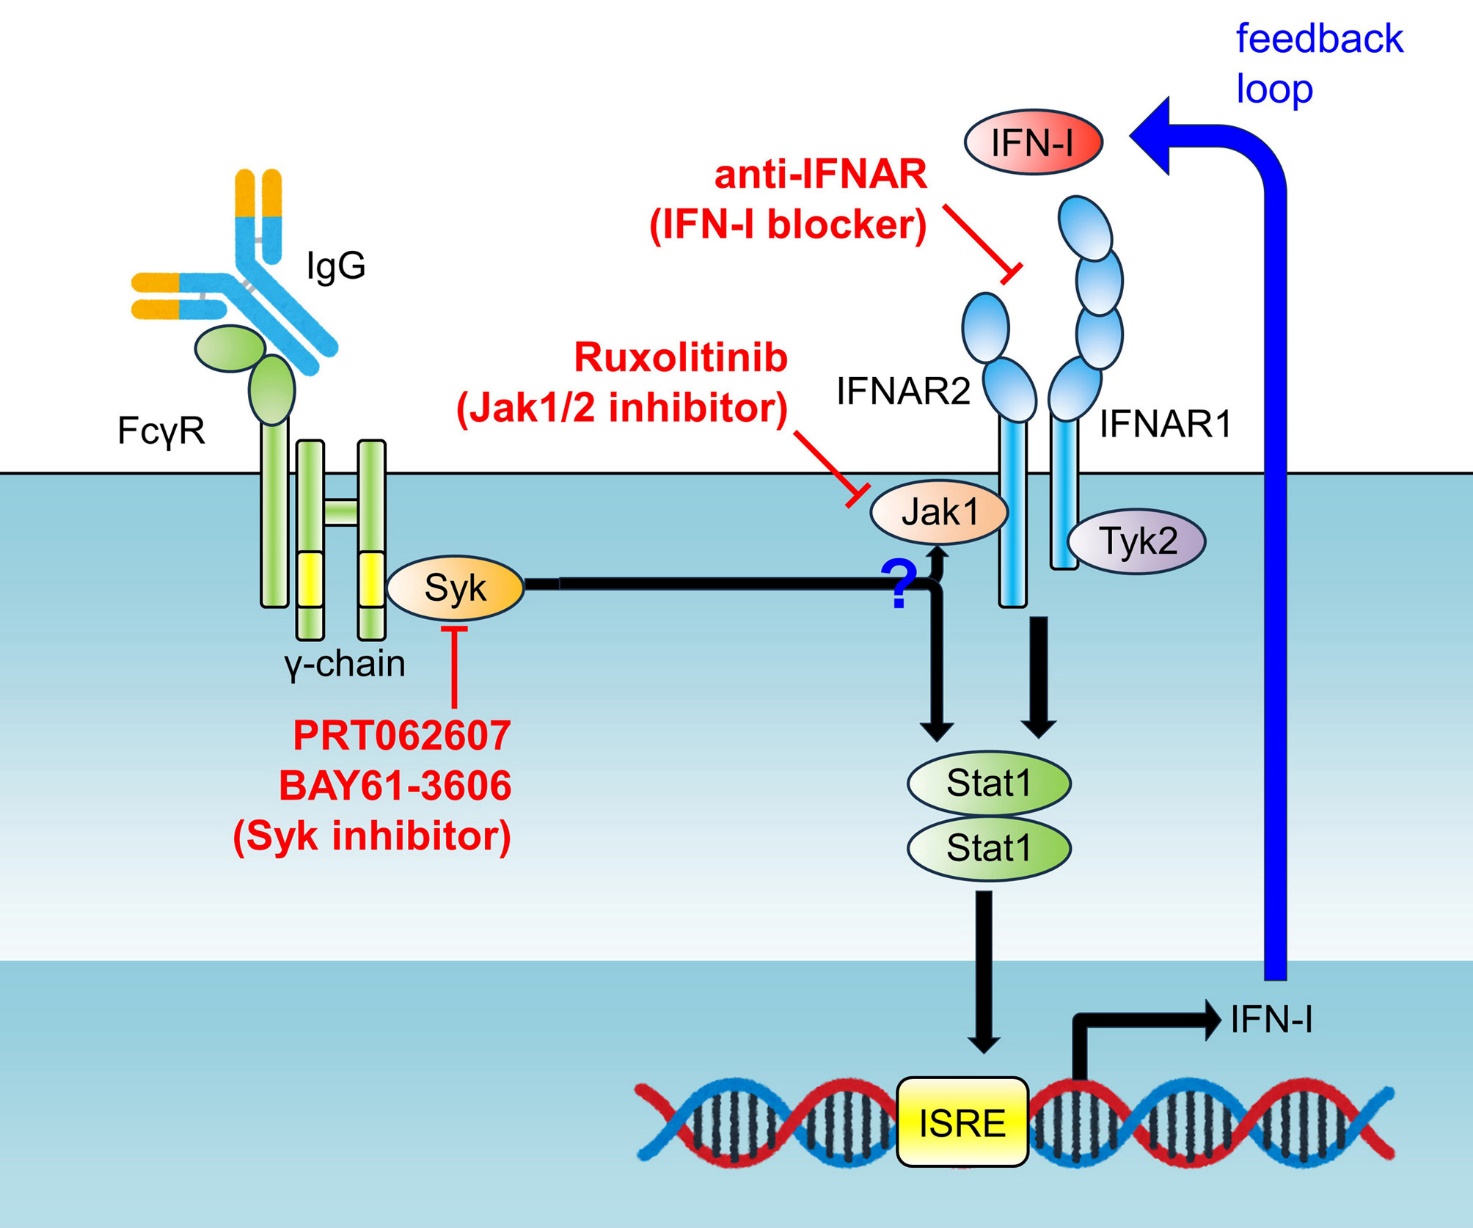

**Supplementary Fig. 5. Model for the activated IFN-I feedback loop mediated by Syk**

Inhibitors associated with the signaling pathway are indicated in red.

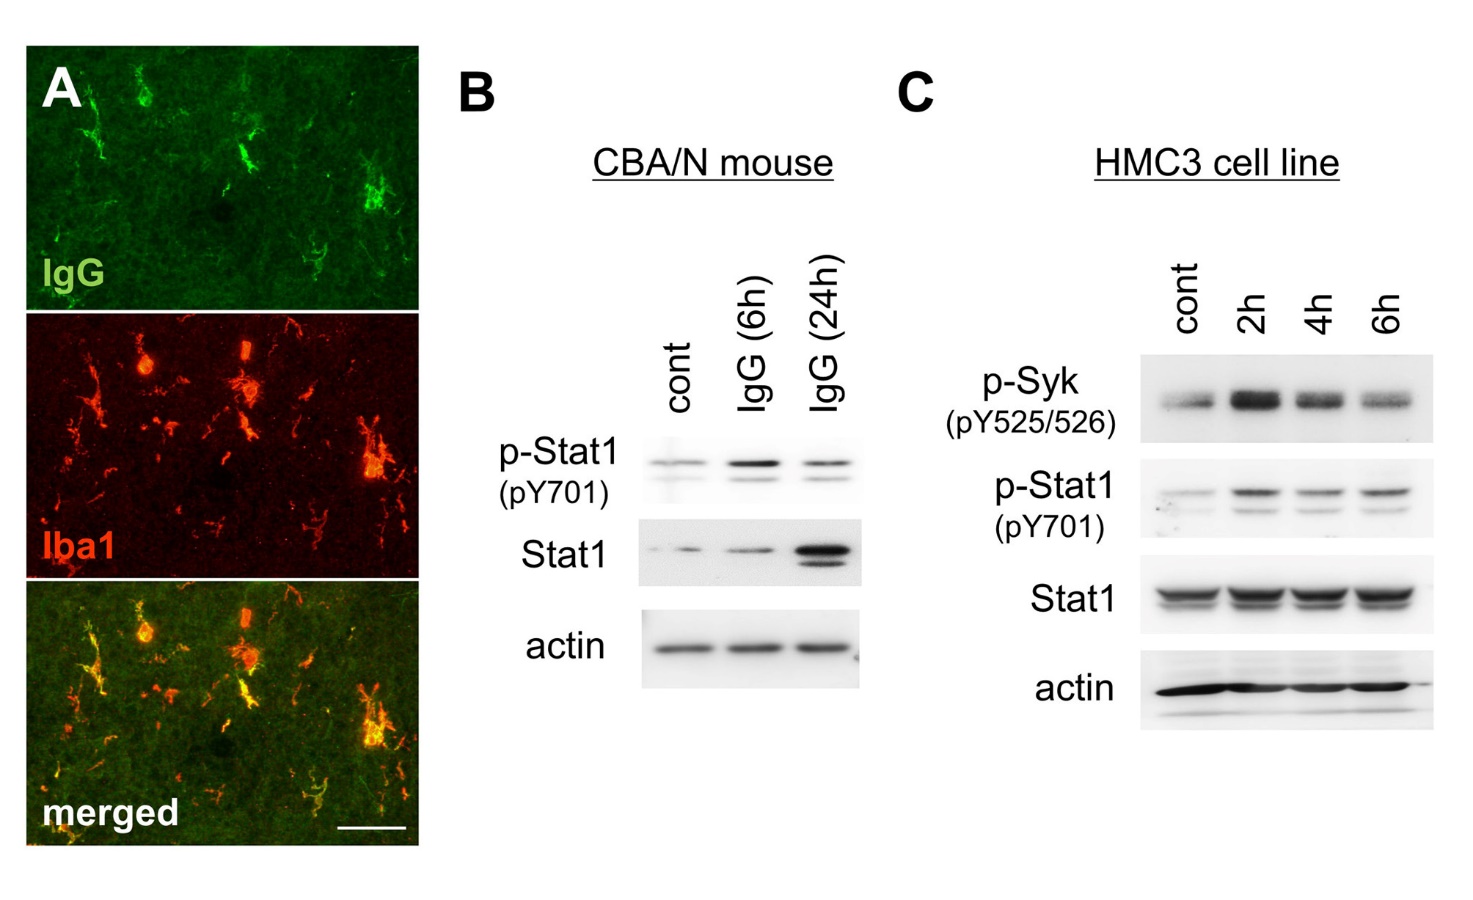

**Supplementary Fig. 6. Response to IgG stimulation in microglia of CBA/N mice and human microglial cell line**

**(A)** The corpus callosum of CBA/N mice at P8 was immunolabeled with anti-mouse IgG (green) and anti-Iba1 (red) antibodies. Scale bars, 40 µm. **(B)** Immunoblot analysis of primary cultured microglia prepared from CBA/N mice. Whole-cell extracts of microglia stimulated with 10 µg/ml mouse IgG were analyzed. **(C)** Immunoblot analysis of the human microglial cell line HMC3. Whole-cell extracts of HMC3 cells stimulated with 100 µg/ml human IgG were analyzed.

**
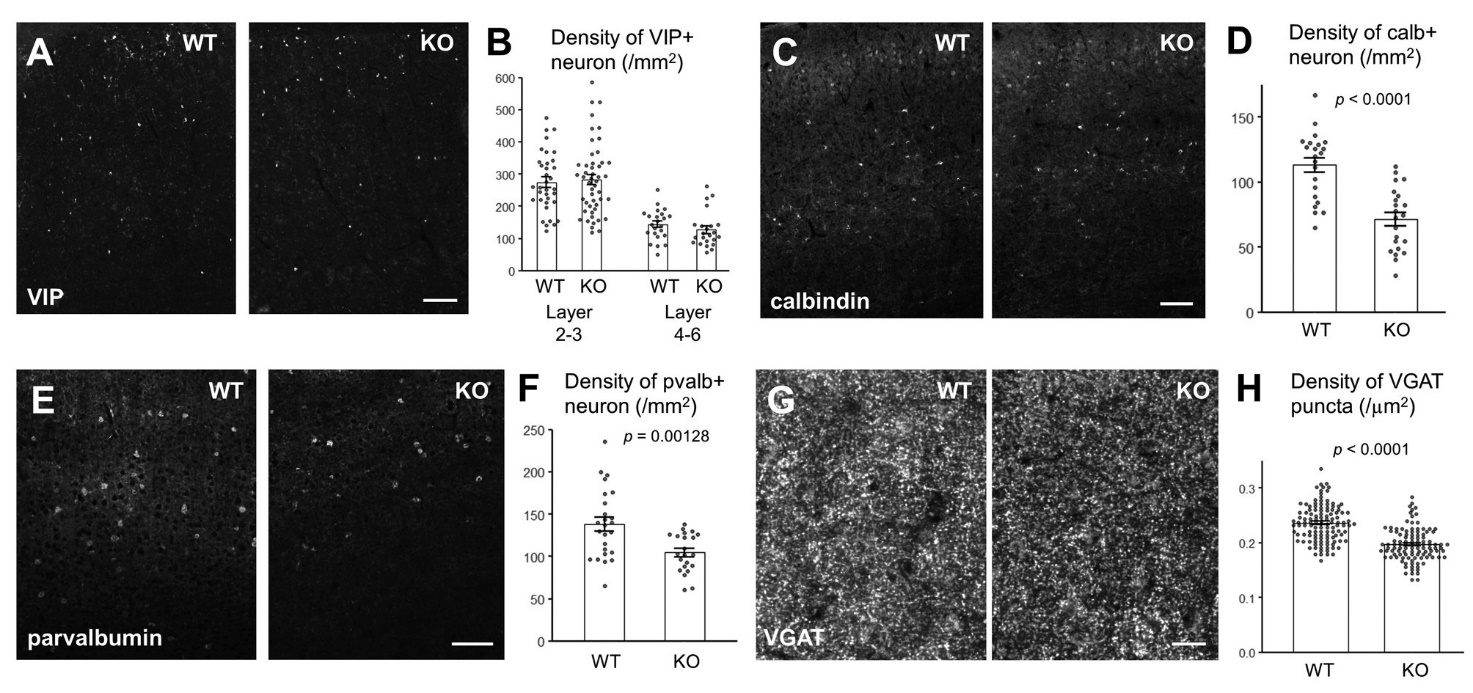
**

**Supplementary Fig. 7. Decreased density of interneurons in neonatal Fc receptor knockout mice**

**(A)** Sagittal sections of WT and FcRn KO RSC at postnatal 4 months (P4m) immunolabeled with an anti-VIP antibody. Scale bar, 100 µm. **(B)** Densities of cells positive for VIP in layers 2/3 and layers 4–6 of the RSC [5–13 images were taken per animal; WT layers 2/3 (*n* = 35); KO layers 2/3 (*n* = 49); WT layers 4–6 (*n* = 23); KO layers 4–6 (*n* = 23)]. **(C)** Sagittal sections of WT and FcRn KO RSC at P4m immunolabeled with an anti-calbindin antibody. Scale bar, 100 µm. **(D)** Density of calbindin-positive cells in layer 5 of the RSC [4–8 images were taken per animal; WT (*n* = 22); KO (*n* = 22)]. The *p*-values from Student’s *t*-test are indicated. **(E)** Sagittal sections of WT and FcRn KO RSC at P4m immunolabeled with an anti-pvalb antibody. Scale bar, 100 µm. **(F)** Density of cells positive for pvalb in layers 2–6 of the RSC [4–8 images were taken per animal; WT (*n* = 25); KO (*n* = 22)]. The *p*-values from Student’s *t*-test are indicated. **(G)** Sagittal sections of WT and FcRn KO RSC at P4m immunolabeled with an anti-VGAT antibody. Scale bar, 20 µm. **(H)** Density of puncta positive for VGAT in layers 5–6 of the RSC [24–39 images were taken per animal; WT (*n* = 120), KO (*n* = 110)]. The *p*-values from Student’s *t*-test are indicated.

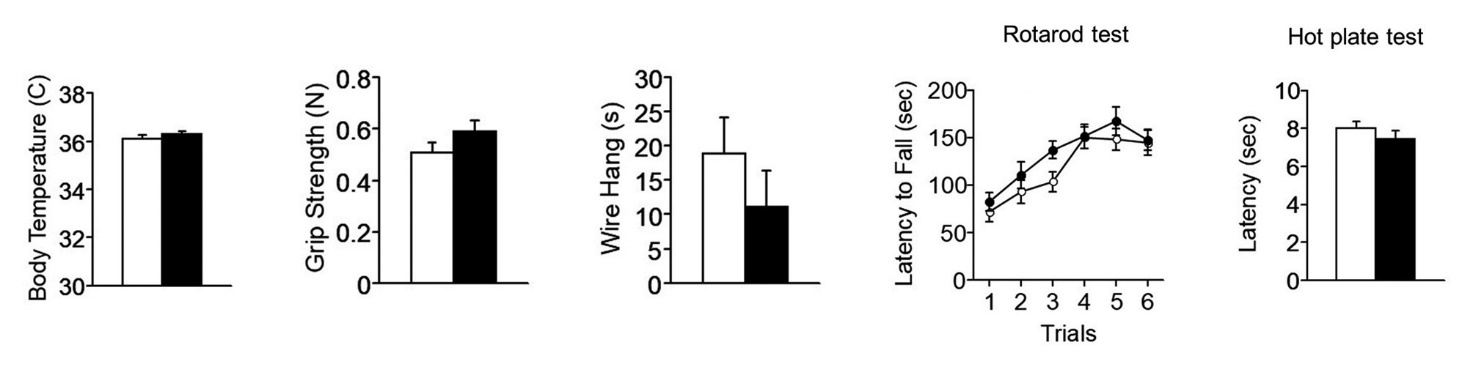

**Supplementary Fig. 8. Behavioral phenotypes of neonatal Fc receptor knockout mice**

Body temperature, grip strength, latency to fall in the wire hang test, latency to fall in the rotarod test, and latency of the first fore or hind paw response in the hot plate test in WT (open columns, *n* = 20) and FcRn KO mice (closed columns, *n* = 20).

| **Term** | ***p*-value** | **Benjamini-adjusted *p*-value** | **Genes** |
| --- | --- | --- | --- |
| cellular response to interferon-beta | 1.85E-32 | 2.77E-29 | IFI214, IFI211, OAS1A, OAS1C, IFIT1, IFIT3, OAS1G, MNDAL, GBP2, GBP4, GBP3, IFI208, GBP6, IFI209, GBP2B, GBP7, IFI204, IFI205, STAT1, TREX1, IFI203, IRGM2, IRGM1, ACOD1, IFI47, IFI202B, IIGP1, IGTP |
| cellular response to interferon-gamma | 4.52E-13 | 6.17E-11 | GBP6, GBP5, GBP2B, CCL12, GBP8, GBP7, STAT1, H2-Q7, IRGM1, ACOD1, AIF1, GBP10, CCL7, CCL5, IGTP, GBP2, GBP4, GBP3 |
| positive regulation of tumor necrosis factor production | 1.53E-09 | 1.76E-07 | H2-T23, H2-T22, H2-T10, H2-M2, H2-Q6, H2-Q7, H2-K1, OAS1A, OAS1C, H2-T-PS, OAS1G, IFIH1, TLR1, OAS2, OAS3, LGALS9 |
| positive regulation of immunoglobulin production | 4.40E-09 | 4.41E-07 | H2-T23, H2-T22, H2-T10, H2-Q6, H2-M2, H2-Q7, H2-K1, IL4RA, CD27, H2-T-PS, TNFRSF4 |
| antigen processing and presentation of exogenous peptide antigen via MHC class I | 5.69E-09 | 5.03E-07 | FCGR1, CLEC4A1, CLEC4B1, CLEC4A3, CLEC4A2, H2-K1, CLEC4A4 |
| type I interferon signaling pathway | 1.60E-08 | 1.20E-06 | IFIH1, IFITM3, OAS2, STAT1, TREX1, IRF7, OAS1A, OAS1C, OAS1G |
| cellular response to interferon-alpha | 1.81E-08 | 1.30E-06 | IFI204, IFIT3B, OAS1A, OAS1C, IFIT1, IFIT3, IFIT2, OAS1G |
| positive regulation of interferon-beta production | 4.21E-08 | 2.61E-06 | IFIH1, OAS2, OAS3, DHX58, IRF7, OAS1A, ISG15, PTPN22, OAS1C, OAS1G |
| positive regulation of antibody-dependent cellular cytotoxicity | 4.69E-08 | 2.61E-06 | H2-T23, H2-T22, H2-T10, H2-Q6, H2-M2, H2-Q7, H2-K1, H2-T-PS |
| antigen processing and presentation of exogenous peptide antigen via MHC class Ib | 6.26E-08 | 3.13E-06 | H2-T23, H2-T22, H2-T10, H2-Q6, H2-M2, H2-Q7, H2-K1, H2-T-PS |
| positive regulation of TRAIL production | 6.26E-08 | 3.13E-06 | H2-T23, H2-T22, H2-T10, H2-Q6, H2-M2, H2-Q7, H2-K1, H2-T-PS |
| inflammatory response | 8.10E-08 | 3.87E-06 | GBP5, CCL12, CXCL9, TREX1, FPR1, LY86, ACOD1, FPR3, FPR2, CXCL13, IFI202B, AIF1, SIGLECE, TLR1, C3, SERPINB1A, C4A, CCL7, IL1B, CCL5, NFKBIZ, C3AR1, TNFRSF4 |
| chemotaxis | 4.98E-07 | 1.78E-05 | RIPOR2, CCL12, CXCL9, PTGDR2, FPR1, FPR3, FPR2, CXCL13, CCL7, CCL5, C3AR1, RAC2, LGALS9 |
| positive regulation of interleukin-13 production | 1.34E-06 | 4.69E-05 | H2-T23, H2-T22, H2-T10, H2-Q6, H2-M2, H2-Q7, H2-K1, H2-T-PS |
| negative regulation of type I interferon-mediated signaling pathway | 1.93E-06 | 6.29E-05 | OAS3, TREX1, OAS1A, ISG15, OAS1C, USP18, OAS1G |

**Table S1. Gene ontology terms for the genes most altered by IgG stimulation in primary cultured microglia**

Gene ontology (GO) analysis of differentially expressed genes with IgG stimulation was performed using Database for Annotation, Visualization and Integrated Discovery functional research annotation (https://david.ncifcrf.gov). All terms were included in the category “GOTERM_BP_DIRECT, Gene Ontology Biological Process.”

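Several of the 15 terms rest on the same genes. The 4 terms antigen processing and presentation via MHC class Ib, antibody-dependent cellular cytotoxicity, TRAIL production and interleukin-13 production hold the same 8 genes, all of the H2 family of MHC class I genes (H2-K1, H2-M2, H2-Q6, H2-Q7, H2-T-ps, H2-T10, H2-T22 and H2-T23). These had log2 fold changes from 0.57 (H2-T23) to 0.92 (H2-Q6), and 3 of the 8 met the criterion without the replicate block and 8 with it. H2 genes share long stretches of sequence, so that counts of single members depend on how the authors' counting assigned shared reads. The 16 genes of tumor necrosis factor production had a median log2 fold change of 0.64. The inflammatory response term had the widest range, from -1.22 for Tnfrsf4 to 1.79 for Fpr1, with 20 of its 23 genes higher with IgG. The 13 chemotaxis genes were all higher, with a median of 1.03. The 4 genes of the table that were lower with IgG were Tnfrsf4, Cd27 (-0.96), Serpinb1a (-0.77) and C4a (-0.73). Each was lower in all 4 pairs, and none met the criterion with or without the block in edgeR's quasi-likelihood test, although all 4 had an unadjusted p-value under 0.05.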

How the deposited data were processed for this re-analysis (not part of the article)

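RNA sequencing of primary cultured mouse microglia was analysed, with 4 control libraries and 4 libraries treated with 10 µg/ml IgG for 24 h at DIV15. Groups, replicate numbers and culture dates were taken from the sample labels and the paper's methods. The deposited values are whole-number counts per Ensembl gene, which the authors made by removing reads with adapters, undetermined bases or low quality and aligning the rest to mm10 with HISAT2. The authors' counts include no normalization and no filter on genes. The paper's text does not name the counting program, the annotation, the treatment of reads with several alignments or the use of strand. Overlapping and antisense genes, and genes with near-identical copies, are therefore uncertain as single genes. The paper's tools for gene ontology and pathway analysis were not used here.

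The table has 55385 genes. Symbols, coordinates, exon length and GC content came from GENCODE M21, which uses the mm10 build, and 55144 of the identifiers were found in it. Library totals ran from 21287816 to 23703216 counts. At this depth 3 counts, the limit that a count of 0 allows, are 0.127 to 0.141 CPM. No pair of libraries in a group differed by less than the sampling noise. The chi-square statistic per degree of freedom, over genes with at least 20 counts in both libraries together, was at least 5 where 1 would be sampling noise alone.

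Counts were scaled with TMM and filtered with filterByExpr, which left 17537 genes, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the group as the only term. P-values were adjusted by Benjamini-Hochberg. The criterion of the paper was applied as an unadjusted p-value under 0.01 and an absolute log2 fold change above 0.5. A correction over all genes was given beside it, at an adjusted p-value under 0.05. Log2 CPM values used a prior count of 2, and changes within a pair are differences of these. Lists of at least 5 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The lists held interferon-stimulated genes, genes of Fig. 2D and Fig. 2F, IgG receptors, MHC class II, endotoxin response, complement, homeostatic microglia, border-associated macrophages, proliferation, sex-linked genes, and markers of astrocytes, oligodendrocytes, fibroblasts and neurons. They also held the 5 Reactome pathways named with the results. The genes of Table S1 and Fig. 2C were chosen by the study on these libraries and were counted but not tested as lists. The lists, tests and alternatives were fixed before the data were examined, except where a setting is said to be chosen afterwards.

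Genes were named by rule. The rule covered all genes the paper names for this experiment in the text, Fig. 2C, Fig. 2D and Fig. 2F, the IgG receptors and Syk, Igf1 and Igf2, genes of reported lists, and the 5 genes with the largest rise and fall among those past adjustment and changed alike in all 4 pairs. No gene passed without the replicate block, so the last part was taken from the fit with it, where no gene fell.

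The replicate numbers pair the samples, because the labels give a control and an IgG library of the same number the same date. The deviations of same-numbered libraries from their group means correlated across 12485 genes at 0.44, 0.36, 0.25 and 0.31 for replicates 1 to 4, against -0.37 to 0.23 for libraries of different numbers. Genes are not independent replicates in these correlations.

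The statistics were tested on simulated data with 200 changed genes. Of these, the quasi-likelihood test recovered 99.5% with 4 false calls among 17319 genes, and 99.5% with 6 false calls with the block. When differences between cultures were simulated as well, 78.5% were recovered without the block and 99.0% with it, among 17283 genes. The false calls there were 0 without the block and 5 with it. In these runs only well-expressed genes were changed, by more than the median change of the interferon-stimulated genes here. The simulated noise followed the spread of the fit with the block, and no trend on gene length or GC content was put in. These rates therefore do not carry over to small changes, weakly expressed genes or libraries with such trends.

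Alternatives were the replicate block, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, limma-voom, other scalings and filters, other log bases for the threshold, other set tests and the omission of each library or pair. Added after the data were seen were a correction for trends on gene length and GC content (lowess, span 0.3), without and with the block, a restriction of the likelihood ratio test with the block to genes with an Entrez identifier, and the omission of each pair in the fit with the block.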

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

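The tests of single libraries were set before the data were examined, and the comparisons that weigh explanations were chosen after the results were seen.

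In each group of 4 libraries, a library was looked at by Dixon's ratio, its distance to the nearest of the others over the whole range, at the level that chance passes in about 1 of 20 groups. This was met in 6 of 144 groups of named genes and library measures, where chance would give 7.2. The third control library had 52.0 CPM of Irf3 against 44.1 to 45.4 in the other control libraries, and without it the log2 fold change was -0.12 in place of -0.17. The second IgG library had 107 CPM of Tyk2 against 97.7 to 99.3. The fourth IgG library had 58.2 CPM of Irf9 against 73.0 to 75.0, and without it the log2 fold change was 0.32 in place of 0.24. The second control library had 286 CPM of Fcgr3 against 297 to 299. The fourth control library had 14.7 CPM of Slamf9 against 22.9 to 24.6, and without it the log2 fold change was 1.44 in place of 1.60. The first IgG library had the highest total, 23703216 counts against 22000403 to 22227648 in the other IgG libraries. With fewer groups met than chance gives, no technical or biological explanation was tested for single libraries.

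Slamf9 (chromosome 1 of mm10, 172475358 to 172478575), which the paper does not discuss for this experiment, had 1 of the 5 largest rises among genes past adjustment with the replicate block. Its level was 21.6 ± 4.67 CPM in control and 65.7 ± 27.9 CPM in IgG libraries (SD, n = 4 each). The log2 fold change with the block was 1.53 (adjusted p = 0.0112 in edgeR's quasi-likelihood test), and it was higher in all 4 pairs. Without the block it was 1.60 with an adjusted p of 0.375 in edgeR. After removal of the trends on gene length and GC content, with the block, it was 1.57, which argues against these trends as the whole cause. A response to IgG stays open, as does anything else that differed between the treated and the control cultures.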

How the results depend on the processing

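Settings other than those used for the values beside the claims moved the counts of genes far more than the fold changes. The replicate block raised the genes at the paper's criterion from 148 to 320, those at an adjusted p-value under 0.05 from 0 to 69, the Table S1 genes at the criterion from 21 to 72 and those past adjustment from 0 to 24. Without the block, 1230 genes had an unadjusted p-value under 0.05. The same 4 counts were 255, 43, 36 and 10 with edgeR's likelihood ratio test, 528, 327, 81 and 71 with that test and the block, and 238, 42, 36 and 10 with edgeR's exact test. With DESeq2, 53 genes passed adjustment, 9 of them in Table S1, and with DESeq2 and the block the counts were 350, 231, 71 and 63. With every gene of at least 1 count kept, they were 284, 4, 41 and 1. Reading the 0.5 threshold as a natural log or log10 value left 79 and 10 genes at the criterion, by construction. A block removes differences between cultures from the spread, which is how it raises the counts. For the other tests and the filter, the cause was not tested. Total counts alone gave 142 genes at the criterion with 42.3% higher against 68.9%, and shifted the median of all genes by -0.094 against 0.004 with TMM, so the change in direction followed the scaling. DESeq2 without the block gave 217 genes at the criterion, within 1.5 times.

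Of the settings chosen after the data were seen, the correction for gene length and GC content with the block gave 335, 206, 71 and 58, so that it raised the genes past adjustment in the fit with the block from 69 to 206. Restricting the likelihood ratio test with the block to genes with an Entrez identifier, by construction fewer genes, left 309, 252, 80 and 70.

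Leaving out a library or a pair moved the genes at the criterion from 56 (without replicate 3) to 610 (without the fourth IgG library), those past adjustment from 0 to 6, Table S1 genes at the criterion from 9 to 54 and past adjustment from 0 to 1, the higher value each time without the fourth IgG library. In the fit with the block, in settings also chosen after the data were seen, leaving out a pair moved the genes at the criterion from 215 (without replicate 1) to 762 (without replicate 4), those past adjustment from 0 (without replicate 2) to 182 (without replicate 4) and Table S1 genes past adjustment from 0 to 50. Of the 762 genes, 427 were higher and 335 lower (56% higher), against 81.2% higher with all pairs. The counts with the block and the share of higher genes thus also rest on which pairs are used, and the cause was not tested.

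Of the gene lists, 14 of 21 passed with camera, 15 with the block, and 0 with fry or an estimated correlation and no block. There the interferon-stimulated genes (median 0.60, fry adjusted p 0.306 in limma), complement genes (0.27), interferon alpha/beta signaling (0.17), Fcγ phagocytosis (0.08) and cytokine signaling (0.12) did not pass, with adjusted p-values up to 0.533. When single libraries or pairs were left out, interferon alpha/beta signaling ranged from 0.10 to 0.20 and failed to pass without the fourth control library, the first IgG library or replicate 2. Fcγ phagocytosis ranged from 0.02 to 0.15 and failed to pass in 5 of 12 such fits, the lowest without the first IgG library.

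Direction turned only for changes near 0. With total counts alone, Fcγ phagocytosis was at -0.02, MHC class II genes at -0.08, fibroblast markers at -0.07, sex-linked genes at -0.02, Fcgr3 at -0.09, Fcgr2b at -0.08, Med14 at -0.07, and Trim24 and Ifnar1 at -0.01. With upper-quartile scaling, Fcgr3 and MHC class II genes were at -0.02, Fcgr2b and Med14 at -0.01 and fibroblast markers at 0.00. With every gene of at least 1 count, MHC class II genes were at 0.00, and with at least 10 counts in every library Fcgr3 was at -0.01. Sex-linked genes were at -0.04 with the replicate block and -0.08 with limma-voom, and Med14 at 0.00 with DESeq2 and the block. The correction for length and GC content put Igf1 at -0.01, Fcgr2b at -0.02, Tyk2 at 0.00 and 0.01, Med14 at -0.05 and -0.06 and sex-linked genes at -0.14 and -0.19, without and with the block. With libraries or pairs left out, Tyk2 ranged from -0.09 to 0.01, Med14 from -0.10 to 0.20, Ifitm2 from -0.07 to 0.23, Fcgr3 from -0.02 to 0.08, Fcgr2b from -0.04 to 0.11, MHC class II genes from -0.14 to 0.07, proliferation genes from -0.08 to 0.08, oligodendrocyte markers from -0.23 to 0.02, fibroblast markers from -0.03 to 0.16, neuron markers from -0.27 to 0.15 and sex-linked genes from -0.16 to 0.43. For these, the cause was not tested.

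Among single genes and the other lists, 134 further results with a block in the setting passed an adjusted p-value of 0.05 that they had not passed and 0 lost it. By the unadjusted criterion of the paper, Socs1 was lost with the block. Of the settings without a block that kept all libraries, 32 gained and 18 lost it, and of the fits that left libraries out, 6 gained and 4 lost it. These 4 were the lists of Fig. 2D (medians from 0.18 to 0.49) and of the receptor and signaling genes of Fig. 2F (0.12 to 0.26), each without the fourth control library and without the first IgG library. Depth limits the IFN-I genes themselves, where counts of 0 to 3 per library leave any change undetectable.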

Differences from the paper's values

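The paper reports 373 genes at its criterion, 261 of them upregulated and 112 downregulated, against 148, 102 and 46 here. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with the replicate block (320), edgeR's likelihood ratio test (255), that test with the block (528), DESeq2 with the block (350), every gene of at least 1 count (284) and, among fits that left out a library or pair, without the second IgG library (348) or replicate 4 (331). It did not with DESeq2 (217), limma-voom (140), edgeR's exact test (238), the other scalings (141 to 145), at least 10 counts in every library (128), the other log bases (79 and 10) or the remaining fits that left out libraries. For upregulated genes, the block gave 260, the likelihood ratio test with the block 347, DESeq2 with the block 272, the fits without the second IgG library 184 and without replicate 4 241, all within 1.5 times of 261, as was the fit with every gene of at least 1 count, and the likelihood ratio test (168), DESeq2 (150) and the exact test (162) did not. For downregulated genes, the likelihood ratio test (87), DESeq2 with the block (78), the exact test (76), total counts alone (82), every gene of at least 1 count (76) and the fits without the second IgG library (164), the fourth IgG library (155), replicate 2 (78) or replicate 4 (90) were within 1.5 times of 112, and the block (60), the likelihood ratio test with the block (181) and DESeq2 (67) were not. Of the settings chosen after seeing the values, the correction for length and GC content with the block gave 335 (264 and 71), and the likelihood ratio test with the block restricted to genes with an Entrez identifier gave 309 (231 and 78). After the data were seen, the likelihood ratio test with the block was also run with 6 other expression filters and other p-value or false discovery thresholds, and counted over protein-coding genes alone, in search of the paper's numbers. These trials are not reported further. No setting gave all 3 of the paper's numbers exactly.

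The axis of Fig. 2C is labelled as log10 fold change. The fold changes of 18 labelled genes read by eye from it lie within 1 SD of the pair changes of the values here only when both are on the log2 scale. The p-values of Fig. 2C are smaller than those here. Slc13a3 stands at a -log10 p of about 52 in Fig. 2C, read by eye, against 5.36 here. Fgl2 is at about 30 in Fig. 2C, read by eye, against 3.20, Irf7 at about 22 in Fig. 2C, read by eye, against 1.8, Marco at about 21 in Fig. 2C, read by eye, against 4.73, and Oas3 at about 18 in Fig. 2C, read by eye, against 1.63. With edgeR's likelihood ratio test and the replicate block, the values for Slc13a3, Fgl2, Irf7, Marco and Oas3 were 52.2, 29.9, 22.3, 20.6 and 18.1, and with DESeq2 and the block 56.1, 31.4, 20.4, 21.9 and 16.3, each within 1.5 times of the paper's. The other alternatives set before the data were examined did not close the gap, nor did the correction for length and GC content.

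The paper's Fig. 2C labels 14 IFN-I-related genes as changed, none of which met the criterion here without the block. All 14 met it with the replicate block. The paper lists 81 genes in Table S1, of which 60 did not meet the criterion here. With the replicate block 72 met it, with DESeq2 and the block 71, and with the likelihood ratio test and the block all 81. In Fig. 2E the complement pathway is drawn as inhibited, whereas the complement genes tested here had a median log2 fold change of 0.27. It ranged from 0.15 to 0.32 over the settings run, so they were not lower as a list under any of them. Fig. 2E gives a z-score for activation or inhibition of a pathway, from other software and another gene list. That is a measure unlike a median change, so their signs may differ without conflict.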

Other observations

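The tests made for this section, the comparisons with other splits of the libraries included, were written down after the results were seen. The gene lists tested with camera, the replicate block and scaling by total counts were fixed before the data were examined.

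Other splits of the 8 libraries into 4 and 4 gave results as large as the real groups without the block. Of the 35 splits, 4 gave at least 148 genes at the paper's criterion, 8 gave at least 14 gene lists and 6 gave a median change of the interferon-stimulated genes at least as large. For genes at an adjusted p-value under 0.05 the comparison says nothing, because the real groups gave 0 and all 35 splits reach that by construction. The 3 other splits with as many genes at the criterion part at most 2 of the pairs, so they set cultures against cultures. The split of replicates 2 and 4 against replicates 1 and 3, which parts no pair and follows the culture dates, gave 847 genes at the criterion and 166 past adjustment. Among the 8 splits that part every pair, as the real groups do, the largest of the others gave 81 genes and 7 lists without the block. With the replicate block, 2 of these 8 splits gave at least 320 genes at the criterion, the other with 373. Only 1 of the 8, the real groups, gave at least 69 genes past adjustment, and the others gave 0. Likewise 1 of the 8 gave at least 15 lists, against 10 at most in the others, and 1 of the 8 a median of the interferon-stimulated genes of at least 0.59, against 0.34. With 8 splits the share cannot go below 1 of 8, so the results with the block cannot be told apart from a chance division of the pairs by this test alone.

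The interferon-stimulated genes rose in each of the 4 pairs. Removal of trends on gene length and GC content, in the fit with the block, left their median at 0.55, and pair 2, which had no such trend, had a median of 0.51. Scaling by total counts alone left 0.49. These values argue against both as the whole cause. Cells of another lineage in the treated cultures are argued against by 41 markers of astrocytes, oligodendrocytes, fibroblasts and neurons, whose median change with the block was -0.11, with 2 of the 41 higher in all pairs and a median of 12.4 CPM in control libraries. The single lists had medians of -0.15, -0.12, 0.05 and -0.11 with the block. Among explanations that stay open, endotoxin in the IgG may raise interferon-stimulated genes, and the endotoxin-response genes had a median of 0.17 over 19 genes, 15 of them higher, 2 of which the study also lists. Markers of border-associated macrophages had a median of 0.26 over 11 genes, 8 of them higher, and include Cd209f and Cd209g of Fig. 2C. A mixture with more of these cells cannot be told apart from a rise of these genes in microglia, because single cells were not measured. A response to IgG stays open as the biological explanation.

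Further lists were also counted, of which the IgG receptors bear on the receptor genes given with the results. The homeostatic microglia genes and the IgG receptors passed camera without the block (adjusted p = 0.000324 and 0.000967). Neither held under fry or an estimated correlation without the block. The MHC class II, proliferation and sex-linked genes did not pass camera. The median log2 fold change was 0.34 for homeostatic microglia genes (10 tested), 0.01 for MHC class II genes (7), -0.01 for proliferation genes (16), 0.10 for sex-linked genes (5), 0.30 for IgG receptors with Syk (7) and -0.42 for monocyte markers (4). Of the genes the paper names for IFN-I-responsive microglia, Ifit2 and Oasl2 were higher in all 4 pairs, with log2 fold changes of 0.93 and 0.74. Of those it names for disease-associated microglia, Apoe was at -0.37, Clec7a at 0.43, Cst7 at 0.33 and Lpl at 0.25, each with an adjusted p above 0.05 in edgeR.

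The cultures differed in their interferon state without IgG, as seen in control libraries at collection. No library was taken before treatment. The median level of the 59 interferon-stimulated genes, against the mean of the control libraries on the log2 scale, was 0.48, -0.05, 0.23 and -0.66 in control libraries 1 to 4 and 1.03, 0.44, 0.91 and -0.13 in IgG libraries 1 to 4. The fourth IgG library was thus below the first control library. With the treatment in the model, 171 genes differed between cultures at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 30 of them in the list of interferon-stimulated genes. For 19 of the 171 the culture means spanned at least 8-fold. The following were chosen after their values were seen. Ifi44 (chromosome 3 of mm10, 151730922 to 151749960) had 100.82, 4.42, 87.59 and 6.68 CPM in control libraries 1 to 4 and 244.22, 11.91, 190.84 and 14.20 CPM in IgG libraries. Its neighbour Ifi44l had 0.00 CPM in both libraries of replicate 2. Gm42047, a noncoding gene on chromosome 8, had 21.78 and 49.57 CPM in control libraries 2 and 4 and under 1 CPM in 1 and 3. Dmpk had 68.63 CPM in the third control library and 3.83 to 5.27 CPM in the others.

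In 16 of these 19 genes all libraries of replicates 1 and 3 lay apart from all libraries of replicates 2 and 4. None of the 19 was placed on the X or Y chromosome (0 of 19), although ENSMUSG00000118471 among them had no known position. The limit of 8-fold also leaves out sex-linked genes that vary less, and 5 of the 171 genes do lie on X or Y. The same division of the cultures holds for Xist, at 343.63, 568.85, 302.60 and 786.80 CPM in control libraries 1 to 4, and for Ddx3y on the Y chromosome, at 51.26, 32.24, 52.09 and 12.70 CPM. In IgG libraries 1 to 4, Xist had 370.21, 604.36, 289.69 and 399.06 CPM and Ddx3y 59.41, 32.57, 59.20 and 7.83 CPM. Xist thus fell within culture 4 and lay near IgG library 1 there. A changed share of male and female cells, as the direct cause, would shift no gene further than Xist and the Y genes. In a test chosen after these values were seen, with 2 counting errors added to the shift of a sex-linked gene and taken off that of any other, 7 of the 16 genes shifted further between cultures 1 and 3 and culture 2 in both treatments, and 3 of the 16, Gm42047, Ifi44 and Rps26-ps1, did so against culture 4. The remaining genes did not shift past this bound in both treatments. Against culture 2, 9 of the 16 passed it in control and 9 in IgG libraries, and against culture 4, 5 and 3. Indirect effects of sex are not bounded by this test, so the sex of the pooled mice stays open for these genes as a set. Genetic differences between the mice may also give such a pattern. The largest change of these genes within a culture had a median of 1.17 on the log2 scale, but genes chosen for a wide range between cultures cannot test this. These explanations cannot be told apart from other differences between culture dates, since each date was a single culture pair. Beyond the share of male and female cells, no biological explanation was tested for these genes.

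Pairs 1 and 3 shared a large change. The first principal component, over 12485 genes, took 64.2% of the variance and placed IgG libraries 1 and 3 at 39.0 and 35.2, the control libraries between -17.6 and -2.0, and IgG libraries 2 and 4 at -7.2 and -27.4. Across genes, which are not independent replicates, the changes of pairs 1 and 3 correlated at 0.85, and at 0.82 after removal of the trends on gene length and GC content, so these trends are not the whole cause. A response to IgG common to all cultures is argued against by the share of mitochondrial counts, which rose by 1.01 and 1.27 on the log2 scale in pairs 1 and 3 and did not rise in pairs 2 and 4 (-0.11 and -0.24). The control libraries of cultures 1 and 3 scored -2.0 and -5.9, above -14.1 and -17.6 in cultures 2 and 4, but well below the IgG libraries of their own pairs. The state of these cultures before treatment thus stays open as part of the cause. It is also open whether the 2 IgG libraries, both at 35.2 or above, were handled or prepared unlike the others, which the labels do not record. The same holds for whether the mice of cultures 1 and 3, set apart by the 16 genes above in control and IgG libraries alike, respond unlike those of cultures 2 and 4. These cannot be told apart, as all fall on the same libraries. The interferon-stimulated genes rose in pairs with and without this change.

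The genes raised with the block lie close together in the genome. Of 68 with a known position, 39 had another within 500000 bp, against a median of 4 and at most 20 in 10000 random lists matched on expression (permutation p = 1e-04, the smallest they can give), which argues against random position. Neighbouring raised genes differed in log2 fold change by a median of 0.25. Reads shared between similar copies may make neighbours rise together, and so may a shared response of a gene family. These cannot be told apart from the counts.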
